# RYBP stimulates PRC1 to shape chromatin-based communication between Polycomb repressive complexes

**DOI:** 10.7554/eLife.18591

**Published:** 2016-10-05

**Authors:** Nathan R Rose, Hamish W King, Neil P Blackledge, Nadezda A Fursova, Katherine JI Ember, Roman Fischer, Benedikt M Kessler, Robert J Klose

**Keywords:** chromatin, gene expression, histone modification, Polycomb repressive complex, E3 ubiquitin ligase, Mouse

## Abstract

Polycomb group (PcG) proteins function as chromatin-based transcriptional repressors that are essential for normal gene regulation during development. However, how these systems function to achieve transcriptional regulation remains very poorly understood. Here, we discover that the histone H2AK119 E3 ubiquitin ligase activity of Polycomb repressive complex 1 (PRC1) is defined by the composition of its catalytic subunits and is highly regulated by RYBP/YAF2-dependent stimulation. In mouse embryonic stem cells, RYBP plays a central role in shaping H2AK119 mono-ubiquitylation at PcG targets and underpins an activity-based communication between PRC1 and Polycomb repressive complex 2 (PRC2) which is required for normal histone H3 lysine 27 trimethylation (H3K27me3). Without normal histone modification-dependent communication between PRC1 and PRC2, repressive Polycomb chromatin domains can erode, rendering target genes susceptible to inappropriate gene expression signals. This suggests that activity-based communication and histone modification-dependent thresholds create a localized form of epigenetic memory required for normal PcG chromatin domain function in gene regulation.

**DOI:** http://dx.doi.org/10.7554/eLife.18591.001

## Introduction

In multicellular eukaryotes the capacity to express defined subsets of genes at the correct time and place underpins normal development. While genetically encoded regulatory pathways define the nature of these gene expression patterns in individual cell types and tissues, these systems must ultimately converge on a DNA substrate that is not unadorned, but instead wrapped around histone proteins to form nucleosomes and chromatin. Through studying chromatin function in the context of gene regulatory networks it is now clear that modification of DNA and histones is essential for controlling normal regulation of gene expression (Bannister and Kouzarides, 2011).

In animals, Polycomb group (PcG) proteins play central roles in gene regulation through their chromatin modifying activities. First identified in *Drosophila* as important regulators of body plan specification, orthologous PcG systems were subsequently identified in vertebrates and also shown to be essential for developmental gene regulation (Lewis, 1978; Schwartz and Pirrotta, 2013). Biochemical characterization of PcG proteins has revealed that they form large multiprotein complexes that function as chromatin-modifying or -remodelling enzymes (Müller and Verrijzer, 2009; Simon and Kingston, 2013). PcG proteins generally fall into one of two multiprotein complexes, called Polycomb repressive complex 1 and 2 (PRC1 and PRC2). PRC1 functions as a histone E3 ubiquitin ligase that mono-ubiquitylates histone H2A at position 119 (H2AK119ub1) (Cao et al., 2005; de Napoles et al., 2004; Wang et al., 2004a) and PRC2 is a histone H3 lysine 27 (H3K27) methyltransferase (Cao et al., 2002; Czermin et al., 2002; Müller et al., 2002; Margueron and Reinberg, 2011). Together, the activities of these two PcG protein complexes play important roles in maintaining repressive chromatin states and controlling gene expression during cell fate transitions (Xie et al., 2013; Arnold et al., 2013; Boyer et al., 2006; Leeb and Wutz, 2007; Endoh et al., 2008; Terranova et al., 2008; Koche et al., 2008; Bracken et al., 2006).

The defined molecular mechanisms that underpin how PcG complexes regulate transcription still remain poorly understood. However, it has been proposed that the occupancy of PRC1 and PRC2 at genomic target sites and their capacity to modify histones may function to create structurally compacted chromatin which is inhibitory to transcription (Eskeland et al., 2010; Francis et al., 2004; Wani et al., 2016; Boettiger et al., 2016). To achieve this, the function of PRC1 and PRC2 appear to be intimately linked. For example, some PRC1 complexes are able to recognise and bind PRC2-dependent H3K27me3, recruiting those PRC1 complexes to sites occupied by PRC2 (Min et al., 2003; Wang et al., 2004b). Similarly, PRC2 can recognize PRC1-deposited H2AK119ub1, regulating PRC2 occupancy on chromatin (Blackledge et al., 2014; Cooper et al., 2014). Furthermore, in vitro assays have suggested that H2AK119ub1 may also stimulate the enzymatic activity of PRC2 (Kalb et al., 2014). Based on these observations it has been proposed that feedback mechanisms, whereby one Polycomb repressive complex supports the recruitment and possibly activity of the other complex, may in part underpin chromatin-based transcriptional repression (Blackledge et al., 2015; Steffen and Ringrose, 2014; Voigt et al., 2013). In other scenarios the relevance of histone modifications to gene repression, particularly the role of H2AK119ub1, has remained unclear, with the repressive nature of PRC1 being proposed to reside within its capacity to alter chromatin structure and compaction independently of its H2A ubiquitylating activity (Pengelly et al., 2015; Illingworth et al., 2015; Francis et al., 2004; Eskeland et al., 2010). However in most cases, the defined contribution of H2AK119ub1-dependent and –independent pathways, and their relevance to Polycomb chromatin domain function in vivo have remained incompletely defined.

In order to understand the mechanisms by which the PcG systems function together in vivo, it will be critical to discover how, if at all, their enzymatic activities contribute to chromatin structure and gene regulation. While significant effort has been placed on understanding in vitro how the H3K27 methyltransferase activity of PRC2 is controlled (Margueron et al., 2009; Jiao and Liu, 2015; Cao and Zhang, 2004), far less is known about how PRC1 complexes catalyse H2AK119ub1 and how this relates to the function of PRC1 in vivo. This paucity in our understanding of PRC1 activity is in part due to the diverse nature of individual PRC1 complexes. At the simplest level, PRC1 complexes are formed by their catalytic subunit, RING1A or RING1B, which dimerises with a PCGF protein to form an active E3 ubiquitin ligase that targets histone H2A (Levine et al., 2002; Satijn et al., 1997). In mammals, there are six PCGF proteins (PCGF1–6), and the identity of the PCGF protein incorporated into PRC1 appears to direct interaction with a specific complement of auxiliary proteins, giving rise to an array of diverse PRC1 complexes (Blackledge et al., 2014; Gao et al., 2012; Tavares et al., 2012). Based on the protein subunit composition of these individual PRC1 complexes, they are often then divided into ‘canonical’ or ‘variant’ complexes. Canonical PRC1 complexes form around either PCGF2 or 4, and incorporate a chromobox (CBX) protein, which can directly bind to PRC2-catalysed H3K27me3 (Fischle et al., 2003; Bernstein et al., 2006; Min et al., 2003). In contrast, variant PRC1 complexes can form around all six PCGF proteins, but these complexes engage with RYBP or YAF2, two proteins that bind to a site on RING1B that is mutually exclusive with CBX protein binding (García et al., 1999; Wang et al., 2010).

Despite the diversity of PRC1 complexes, biochemical characterization of their catalytic activity has largely been focused on canonical PCGF2/PCGF4-containing complexes (Li et al., 2006; Gao et al., 2012; Elderkin et al., 2007; Cao et al., 2005; Buchwald et al., 2006; Ben-saadon et al., 2006). For example, in vitro ubiquitylation assays using reconstituted complexes and nucleosome substrates demonstrated that RING1(A/B) could form an active E3 ligase in the presence of either PCGF2 or PCGF4 (Elderkin et al., 2007; Buchwald et al., 2006). Furthermore, a minimal complex comprised of a dimer between the N-terminal RING finger domains of PCGF4 and RING1B was sufficient to deposit H2AK119ub1 (Buchwald et al., 2006). Importantly, the RING finger domains of individual PCGF proteins are highly similar, suggesting that they will likely all support formation of an active E3 ligase complex. However, more recent work examining PCGF(1–6)/RING1(A/B) catalytic RING-RING dimers revealed that PCGF(2/4)/RING1(A/B) were less active than PCGF(1/3/5/6)/RING1(A/B) in autoubiquitylation and E2 lysine discharge assays (Taherbhoy et al., 2015). Surprisingly, when these same assemblies were challenged with physiologically relevant nucleosome substrates, complex-specific activities were no longer apparent. Nevertheless, consistent with the possibility that individual PRC1 complexes may have distinct activities related to protein complex composition, in vivo studies in both mammals and *Drosophila* have suggested that less-well characterized variant PRC1 complexes may contribute more significantly to H2A mono-ubiquitylation than canonical PRC1 (Tavares et al., 2012; Lee et al., 2015; Lagarou et al., 2008; Blackledge et al., 2014). For example, the *Drosophila* dRAF complex, which appears to have similarities to mammalian variant PRC1 complexes, is a highly active H2A ubiquitin ligase in vitro and appears to be the predominant H2A ubiquitin ligase in *Drosophila* S2 cells (Lagarou et al., 2008). Furthermore, a PCGF3 orthologue contributes widely to H2AK119ub1 in cultured *Drosophila* cells (Lee et al., 2015). This raises the possibility that individual PCGF proteins might confer differing E3 ligase activities on PRC1, either directly, or via interaction with complex-specific regulatory subunits. Indeed, incorporation of the auxiliary subunits RYBP, PHC2 or CBX2/8 into a PCGF4/RING1B complex has been reported to affect its E3 ligase activity in different ways (Gao et al., 2012), though this was not the case for PCGF2/RING1B, in which auxiliary subunits had little impact on catalytic activity (Tavares et al., 2012). Therefore a more detailed understanding of how H2AK119 ubiquitin ligase activity is shaped by different PRC1 assemblies, both in vitro and in vivo, is required to better understand PRC1 involvement in polycomb chromatin domain function and gene regulation.

To address these important questions we have exploited biochemical and genomic approaches to interrogate PRC1 enzymatic activity in vitro and in cells. This revealed that PRC1 complexes are highly modular, and that the enzymatic activity of PRC1 is defined by the choice of PCGF protein combined with the influence of RYBP/YAF2, uncovering an enzymatic logic within the assembly of individual PRC1 complexes. Building on these discoveries, genetic ablation and genomic approaches uncover a widespread role for RYBP in stimulating H2AK119 E3 ligase activity in vivo, and we demonstrate that the absence of this activity leads to defects in the deposition of H3K27me3 by PRC2. Importantly, in the absence of RYBP, loss of PRC1 stimulation and subsequent defects in PRC2 activity can lead to erosion of Polycomb chromatin domains and susceptibility to inappropriate gene activation signals. Together, these observations identify an activity-based communication between PRC1 and PRC2 in vivo, and suggest that histone modification-dependent thresholding mechanisms sustain Polycomb chromatin domains, connecting the activity of PcG systems to their occupancy on chromatin and transcriptional repression.

## Results

### PCGF1-PRC1 is a highly modular protein complex

In embryonic cells and tissues where the PcG system is thought to play a pivotal role in developmental gene regulation, the PCGF1-PRC1 complex is highly abundant (Kloet et al., 2016), and is required for H2AK119ub1 and normal development (Farcas et al., 2012; Blackledge et al., 2014; Gao et al., 2012; He et al., 2013; Wu et al., 2013; Gearhart et al., 2006; Boulard et al., 2015). Furthermore, tethering experiments had previously suggested that the variant PCGF1 complex might be more active than PCGF2/4 complexes in vivo (Blackledge et al., 2014). Given the essential nature of this PRC1 complex and its apparent elevated activity in vivo, we sought to use it as a model system to understand the biochemical mechanisms that underpin the assembly and catalytic activity of PRC1. To achieve this, we used a baculovirus co-expression system (Bieniossek et al., 2012) to assemble and affinity-purify the five component PCGF1-PRC1 holocomplex containing RING1B, PCGF1, RYBP, KDM2B and BCOR (Figure 1A and B). To understand in more detail the topology of the PCGF1-PRC1 complex we subjected it to crosslinking followed by tandem mass spectrometry analysis, which identifies the relative proximity of proteins within large protein complex assemblies (Leitner et al., 2014). This revealed clear spatial relationships between individual components of the complex (Figure 1C). For example, RING1B was in close proximity to PCGF1 and RYBP. Importantly RING1B and RYBP crosslinks were consistent with atomic resolution information detailing their physical interaction (Figure 1—figure supplement 1) (Wang et al., 2010). BCOR and KDM2B crosslinked extensively with each other suggesting they are in close proximity and also displayed additional crosslinks with PCGF1 and RYBP. However, there was no evidence for significant crosslinks between either BCOR or KDM2B and RING1B, suggesting they are not in close proximity within the complex. This suggests a high degree of modularity within the PCGF1-PRC1 complex, where individual combinations of proteins engage extensively with each other, while others exhibit little or no clear proximity.

**Figure 1.**
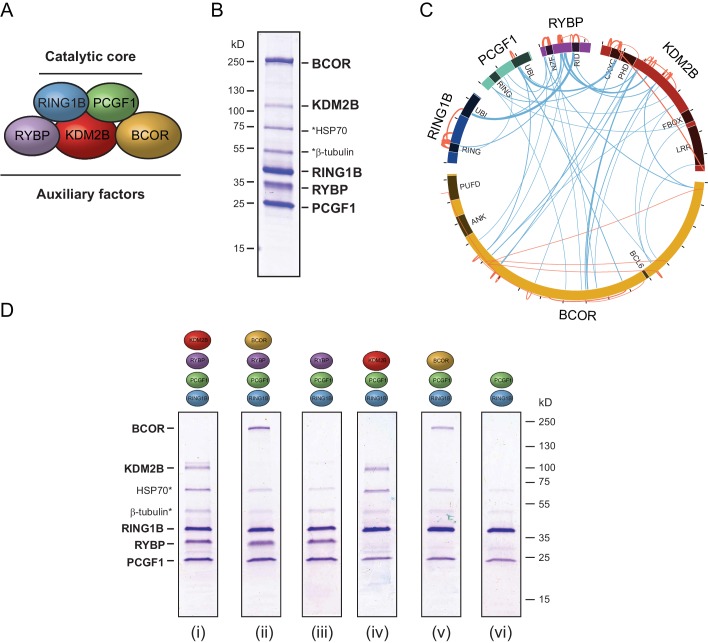
PCGF1-PRC1 is a highly modular complex. (**A**) A schematic of the PCGF1-PRC1 complex indicating the core catalytic dimer of RING1B and PCGF1 and auxiliary components RYBP, KDM2B, and BCOR. (**B**) A Coomassie-stained gel of PCGF1-PRC1 affinity-purified via RING1B. Individual subunits are labelled and * denotes contaminants HSP70 and β-tubulin. (**C**) A Circos plot illustrating crosslinking mass spectrometry analysis of the PCGF1-PRC1 complex reveals extensive interactions between PCGF1-PRC1 subunits. Blue and orange lines indicate intermolecular and intramolecular crosslinks respectively. Lines are weighted by the statistical confidence of their interaction. (**D**) Coomassie-stained gels of affinity-purified PCGF1-PRC1 sub-complexes demonstrating the modularity of PCGF1-PRC1 complex. Complexes were affinity-purified via RING1B. Above each lane (i-vi) the co-expressed factors are illustrated and * denotes contaminants HSP70 and β-tubulin. **DOI:** http://dx.doi.org/10.7554/eLife.18591.002

**Figure 1—figure supplement 1.**
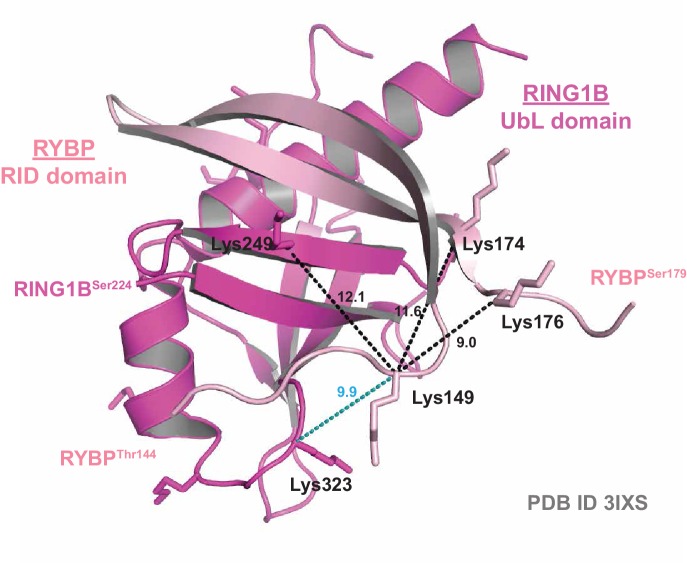
Crystal structure validation of crosslinking mass spectrometry-identified proximities. A ribbon diagram of the crystal structure of the RING1B Ubiquitin-like (UbL) domain bound to the RYBP RING1B Interaction Domain (RID) (PDB ID: 3IXS). Experimentally identified high-confidence BS3 crosslinks are mapped onto the structure. Distances between lysine α-carbons are indicated in Angstroms. Black dotted lines indicate crosslinks identified in both the PCGF1-PRC1 holocomplex and the RING1B-RYBP-PCGF1 trimer, while blue dotted lines indicate crosslinks identified only in the RING1B-RYBP-PCGF1 trimer. **DOI:** http://dx.doi.org/10.7554/eLife.18591.003

Based on the apparent modularity of PCGF1-PRC1, we set out to dissect the requirement for individual components in its assembly. To achieve this we generated a series of co-expression vectors in which individual proteins were iteratively omitted (Figure 1D). This revealed that KDM2B and BCOR, which appear to interact with the complex through PCGF1 (Figure 1C), can be completely removed, either individually or in combination, to leave an intact PCGF1-RING1B-RYBP sub-complex (Figure 1D(i–iii)). Similarly, when RYBP was removed from the PCGF1-PRC1 complex, BCOR and KDM2B were still able to independently interact with the PCGF1-RING1B dimer (Figure 1D(iv–v)). This indicates that inclusion of BCOR and KDM2B in the PCGF1-PRC1 complex does not require RYBP, or an interaction with each other. Finally, in agreement with analysis of other PCGF/RING1 interactions, PCGF1/RING1B formed dimers in the absence of other PCGF1-PRC1 components (Figure 1D(vi)). Therefore, the PCGF1-PRC1 holocomplex assembles around a core PCGF1-RING1B dimer, and does so in a highly modular fashion. Interestingly, in *Drosophila*, the related dRAF complex exhibits similar modularity (Lagarou et al., 2008). This contrasts the assembly of the PRC2 holocomplex, which appears to rely on extensive and highly integrated protein-protein interactions for its efficient formation (Ciferri et al., 2012; Jiao and Liu, 2015).

### RYBP/YAF2 stimulates H2A ubiquitylation by PCGF1-PRC1

Within multiprotein enzyme complexes, non-catalytic components can function to regulate enzymatic activity, substrate recognition, or targeting. Our understanding of how PRC1 complexes function in these regards remains very poorly defined. However, the inherent modularity of the PCGF1-PRC1 complex provided a unique opportunity to examine if individual components of the complex contribute to the H2AK119 E3 ligase activity of PRC1. To address this important question, we first established a quantitative in vitro E3 ligase activity assay using nucleosome substrates and confirmed that reconstituted PCGF1-PRC1 was active by detecting the conversion of H2A to mono-ubiquitylated H2A (Figure 2A). We then compared the relative E3 ligase activity of the PCGF1-RING1B core dimer to the five component PCGF1-PRC1 holocomplex (Figure 2B). Surprisingly, the PCGF1-PRC1 holocomplex was substantially more active than the PCGF1-RING1B core (Figure 2B). To understand the molecular determinants controlling this activity, we then iteratively measured the H2AK119 E3 ligase activities of individual PCGF1-PRC1 sub-complexes (Figure 2C). This revealed that interaction of RYBP with the RING1B-PCGF1 core dimer was responsible for elevated enzymatic activity of the PCGF1-PRC1 holocomplex. In contrast, KDM2B and BCOR appeared to contribute little or nothing to this activity, suggesting that they confer alternative, non-enzymatic functions to the PRC1 complex. Variant PRC1 complexes can contain either RYBP or YAF2, and their inclusion appears to be mutually exclusive, presumably because they bind to the same region of RING1B (Gao et al., 2012; Wang et al., 2010; Tavares et al., 2012). Given the stimulatory activity of RYBP on PRC1, we wanted to determine whether YAF2 was also capable of stimulating PCGF1-RING1B. Therefore, we purified recombinant YAF2 and RYBP and added them to PCGF1-RINGB E3 ligase reactions (Figure 2—figure supplement 1A). Importantly, this revealed that YAF2 also stimulated PCFG1-RING1B activity (Figure 2—figure supplement 1B). Together these observations reveal that RYBP and YAF2 regulate PCGF1-PRC1 activity in vitro, where they act to stimulate the PCGF1-RING1B core dimer and enhance H2AK119ub1 deposition.

**Figure 2.**
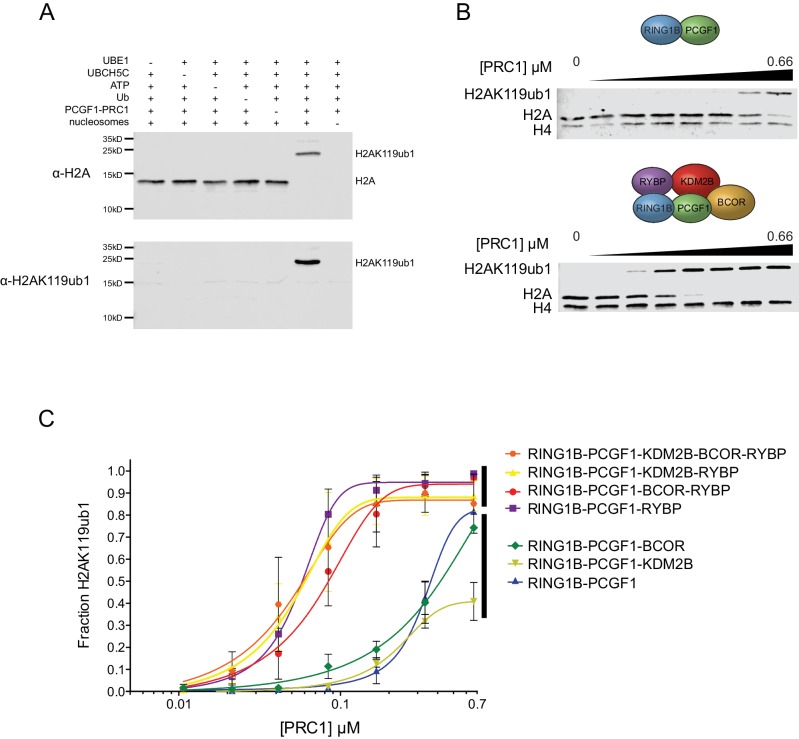
RYBP stimulates the catalytic core of PCGF1-PRC1. (**A**) A histone H2AK119 E3 ligase assay monitoring the conversion of H2A to mono-ubiquitylated H2A by western blotting, which demonstrates that the activity of PCGF1-PRC1 requires E1 (UBE1), E2 (UBCH5C), Ubiquitin and ATP. The top panel monitors H2A mono-ubiquitylation with an antibody against total H2A that detects both mono-ubiquitylated and non-ubiquitylated H2A. The bottom panel monitors production of mono-ubiquitylated H2A with an antibody that specifically recognizes H2AK119ub1. (**B**) An E3 ligase activity assay directly comparing the PCGF1-RING1B catalytic core and the PCGF1-PRC1 holocomplex over increasing enzyme concentrations (two fold dilution series) as examined by western blotting. (**C**) An E3 ligase activity assay comparing the PCGF1-PRC1 holocomplex and various sub-complexes in which individual and combinations of PCGF1-PRC1 subunits have been omitted (see Figure 1D). This demonstrates that RYBP is the central determinant of E3 ligase activity for the PCGF1-PRC1 complex. The error bars correspond to the S.E.M. of at least two independent experiments. **DOI:** http://dx.doi.org/10.7554/eLife.18591.004

**Figure 2—figure supplement 1.**
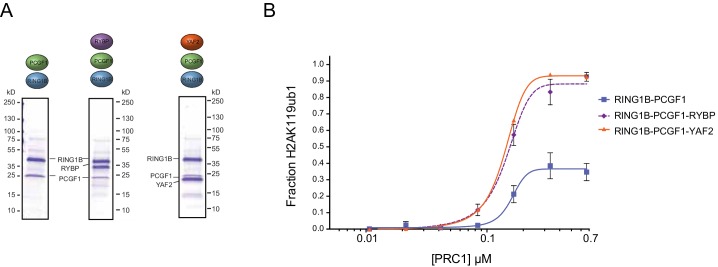
YAF2 stimulates PCGF1-RING1B E3 ligase activity. (**A**) Coomassie-stained gels showing the recombinant PCGF1-RING1B catalytic core affinity-purified via RING1B supplemented with recombinant RYBP or YAF2. (**B**) An H2AK119 E3 ubiquitin ligase activity assay comparing the relative activity of PCGF1-RING1B in the presence or absence of RYBP or YAF2. The error bars correspond to the S.E.M. of at least two independent experiments. **DOI:** http://dx.doi.org/10.7554/eLife.18591.005

### The activity of PRC1 complexes is defined by their PCGF component and RYBP-dependent stimulation

Ectopic targeting of PRC1 complexes to chromatin in vivo had suggested that PCGF1-PRC1 is more efficient at depositing H2AK119ub1 on chromatin than PCGF4-PRC1 (Blackledge et al., 2014). Therefore, we sought to understand whether differences in E3 ligase activity between individual PRC1 complexes are inherent to the PCGF-RING1B catalytic core, or whether RYBP may have selective stimulatory activity. This was important as previous in vitro work had only directly compared the H2AK119ub1 E3 ligase activity of differing PCGF/RING1 assemblies in the context of minimal RING-RING catalytic dimers (Taherbhoy et al., 2015). Furthermore, when intact PCGF(2/4)/RING1 dimers had been examined, differing conclusions were made as to whether RYBP stimulated E3 ligase activity (Tavares et al., 2012; Gao et al., 2012). Therefore to examine these points in more detail, we expressed and purified intact PCGF1-RING1B and PCGF4-RING1B dimers and compared their relative activities in H2AK119 E3 ligase assays (Figure 3A). Interestingly, this revealed that PCGF1-RING1B was significantly more active than PCGF4-RING1B (Figure 3B), indicating that the enzymatic activity of a given PRC1 complex is inherently defined by the PCGF-RING dimer which forms its catalytic core. Given that PCGF1-RING1B is robustly stimulated by RYBP, we were then curious to understand whether RYBP stimulated PCGF4-RING1B. This was an important question as previous studies examining the effect of RYBP on PCGF4-RING1B and the related PCGF2-RING1B dimer had come to differing conclusions, with one study observing no effect on activity and the other claiming elevated H2AK119 E3 ligase activity (Gao et al., 2012; Tavares et al., 2012). In the context of our experiments, we observe a small stimulatory effect when RYBP was added to PCGF4-RING1B (Figure 3B). Despite this low level of stimulation, PCGF4-RING1B-RYBP was still much less active than PCGF1-RING1B-RYBP. Together these observations indicate that the PCGF component of the PRC1 complexes defines the inherent H2AK119 E3 ligase activity of individual PRC1 dimers and that inclusion of RYBP/YAF2 further matures these assemblies into robust enzymes that can efficiently modify chromatin.

**Figure 3.**
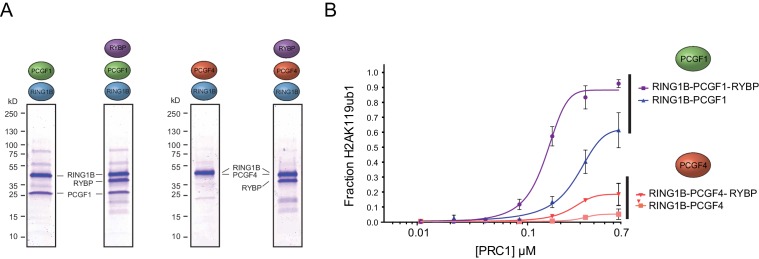
The PCGF1 catalytic dimer is inherently more active and stimulated more robustly than the PCGF4 catalytic dimer. (**A**) Coomassie-stained gels showing the recombinant PCGF1-RING1B or PCGF4-RING1B catalytic cores with or without the addition of RYBP. Complexes were affinity-purified via RING1B. PCGF4 and RING1B migrate at the same position on the gel (Figure 3—figure supplement 1). (**B**) An E3 ligase activity assay comparing PCGF1-RING1B or PCGF4-RING1B in the presence or absence of RYBP. The error bars correspond to the S.E.M. of at least two independent experiments. **DOI:** http://dx.doi.org/10.7554/eLife.18591.006

**Figure 3—figure supplement 1.**
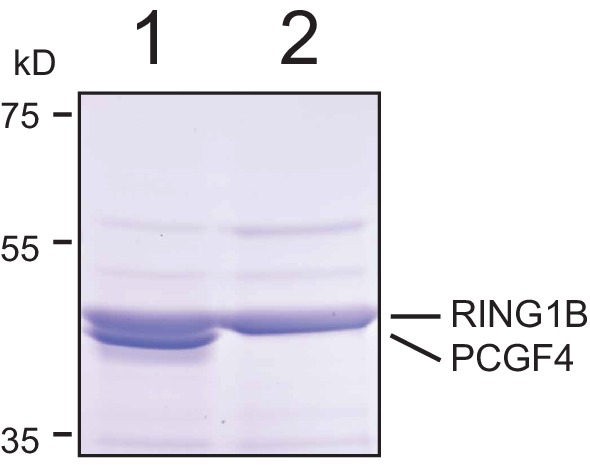
Resolution of RING1B/PCGF4 dimer by SDS-PAGE. The affinity purified RING1B-PCGF4 dimer was separated by 4–12% SDS-PAGE (lane 1) and compared to RING1B alone (lane 2). Coomassie staining demonstrated the presence of two distinct protein species in the RING1B-PCGF4 dimer which correspond to RING1B and PCGF4. **DOI:** http://dx.doi.org/10.7554/eLife.18591.007

### RYBP-dependent stimulation of PCGF1-PRC1 is associated with changes in the PCGF1-RING1B dimer but not with ubiquitin binding

Our in vitro reconstitution reactions demonstrated that RYBP can control how PRC1 deposits H2AK119ub1. We were therefore interested to understand the molecular nature of this stimulatory activity, as it could have profound implications for how PRC1 functions in vivo. Interestingly, RYBP has been shown to function as an ubiquitin-binding protein via its zinc finger NZF domain (Arrigoni et al., 2006; Fereres et al., 2014). We therefore reasoned that the capacity of RYBP to recognize ubiquitin, perhaps in the form of H2AK119ub1, could account for its stimulatory activity on PRC1. To examine this possibility we generated recombinant RYBP, and RYBP with mutations in the NZF domain that abrogate ubiquitin binding (Arrigoni et al., 2006), and added them to E3 ligase reaction containing PCGF1-RING1B (Figure 4A and B). Importantly, both forms of RYBP stimulated the activity of PCGF1-RING1B to a similar extent (Figure 4B). Given that the ability of RYBP to recognise ubiquitin did not account for its stimulation of PRC1, we wondered whether RYBP may instead affect how the core dimer assembles to function as an H2AK119 E3 ligase. We therefore turned to crosslinking mass spectrometric analyses to examine whether inclusion of RYBP in the complex resulted in any gross alterations in the proximity of individual domains. To address this possibility we directly compared the PCGF1-RING1B dimer (Figure 4C) and the RYBP-PCGF1-RING1B trimer (Figure 4D). Within the PCGF1-RING1B dimer, we observed multiple high-confidence crosslinks between the RING domain of RING1B and its C-terminal ubiquitin-like (UBL) domain, suggesting that there are likely significant intramolecular interactions occurring between these regions (Figure 4C). Intriguingly, most of the RING domain/RING-UBL domain crosslinks within RING1B were lost in the trimeric complex (PCGF1-RING1B-RYBP) (Figure 4D), suggesting that RYBP causes an alteration in PCGF1-RING1B which limits association between its N- and C-terminal domains, possibly to stabilize the formation of an optimally assembled and active E3 ligase. Interestingly, upon closer inspection of our reconstituted complexes (Figure 1D), it was noticed that the level of PCGF1 was reduced in complexes lacking RYBP (Figure 4—figure supplement 1). This is in agreement with our crosslinking mass spectrometry analysis, and suggests that RYBP helps to reconfigure and stabilize the PCGF1-RING1B dimer. Importantly however, reduced PCGF1 inclusion does not explain the effect that RYBP has on the activity of PCGF1/PRC1 complexes, as the presence of RYBP stimulated the relative activity of PRC1 to a much larger extent than can be simply explained by PCGF1 levels alone (Figure 2B and C). Furthermore, RYBP and YAF2 were able to significantly stimulate the activity of pre-existing PCGF1-RING1B assemblies (Figure 2—figure supplement 1B). Future structural work will be imperative to understand the defined biochemical nature of this RYBP-dependent stimulation.

**Figure 4.**
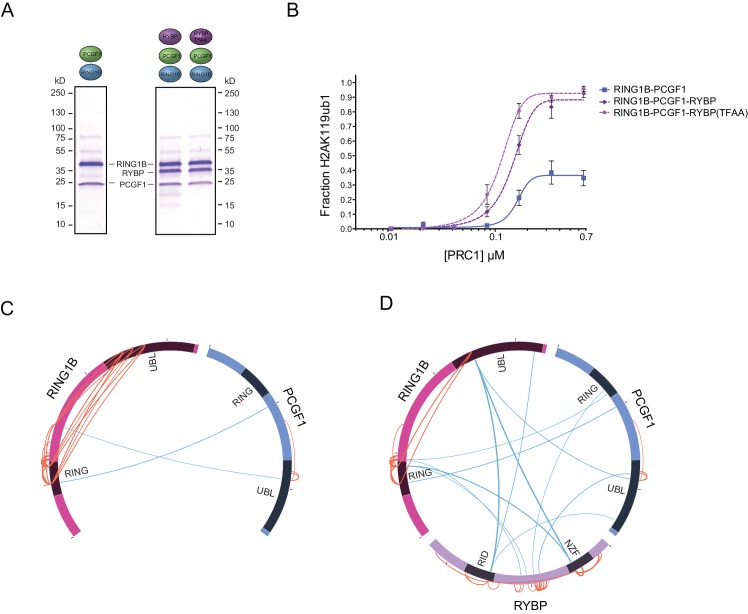
RYBP-dependent stimulation of PCGF1-PRC1 is associated with changes in the PCGF1-RING1B dimer but not ubiquitin binding. (**A**) Coomassie-stained gels showing the recombinant PCGF1-RING1B affinity purified via RING1B with wildtype RYBP or a ubiquitin-binding mutant (RYBP TFAA). (**B**) An E3 ligase activity assay comparing the activity of PCGF1-RING1B with addition of RYBP or RYBP with mutations in the NZF domain (TF-AA) that abrogate ubiquitin binding. Error bars correspond to the S.E.M. of at least two independent experiments. (**C–D**) Circos plots illustrating crosslinking mass spectrometry analysis of PCGF1-RING1B in presence or absence of RYBP. In (**C**) extensive intramolecular crosslinks are observed between the RING1B RING and UBL domains. In (**D**) these intramolecular crosslinks are largely ablated in the presence of RYBP which makes extensive crosslinks with these regions of RING1B. Blue and orange lines indicate intermolecular and intramolecular crosslinks respectively. Lines are weighted by the statistical confidence of their interaction. **DOI:** http://dx.doi.org/10.7554/eLife.18591.008

**Figure 4—figure supplement 1.**
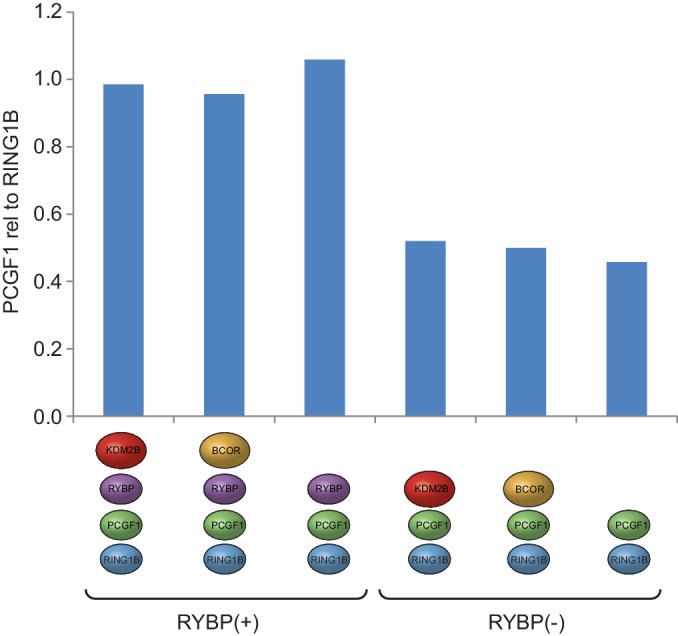
PCGF1 levels are reduced in complexes lacking RYBP. Coomassie-stained gels of affinity-purified PCGF1-PRC1 complexes (see Figure 1D) were subjected to semi-quantitative densitometry analysis to examine the levels of PCGF1 in different PCGF1-PRC1 assemblies. This revealed a reduction in the relative amount of PCGF1 in complexes lacking RYBP. **DOI:** http://dx.doi.org/10.7554/eLife.18591.009

### RYBP is required for H2AK119ub1 at PRC1 targets in vivo

The mechanisms that drive and shape H2AK119ub1 in vivo remain very poorly understood. Given our observation that RYBP and YAF2 play a central role in controlling PRC1 complex activity in vitro, we sought to understand whether this activity defines H2AK119ub1 in vivo. To address this possibility, we took advantage of a mouse embryonic stem cell system in which the *Rybp* gene is flanked by loxP sites and which also expresses a tamoxifen-inducible form of Cre recombinase (Hisada et al., 2012). However, this cell line also expresses the RYBP paralogue YAF2, which appears to stimulate PRC1 in a manner similar to RYBP (Figure 2—figure supplement 1), suggesting they could have redundant or overlapping functions in vivo. To circumvent this limitation, we exploited CRISPR/Cas9-based genome editing to delete two essential coding exons in *Yaf2* and create a homozygous *Yaf2*^−/−^ cell line that lacked *Yaf2* mRNA and protein (Figure 5—figure supplement 1A–C and Figure 5A). Treatment of the *Rybp^fl^*^/fl^;*Yaf2*^−/−^ cell line with tamoxifen resulted in a complete loss of RYBP by 96 hr as assessed by western blot (Figure 5B) and at PcG targets as assessed by ChIP-seq (Figure 5C).

**Figure 5.**
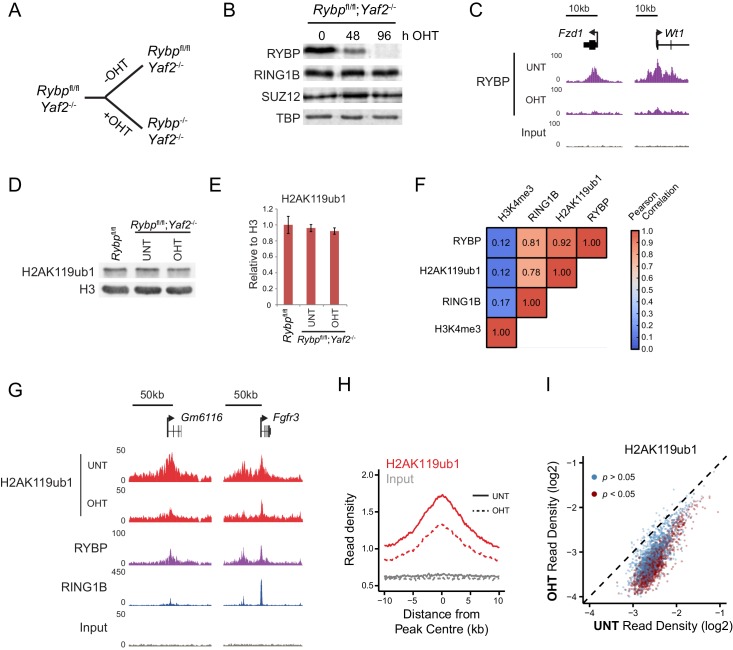
RYBP is required for H2AK119ub1 at PRC1 targets in vivo. (**A**) A schematic illustrating the *Rybp^fl/fl^;Yaf2^−/*−* ^*mouse embryonic stem cell model in which the addition of tamoxifen (OHT) leads to deletion of RYBP. (**B**) Western blot analysis demonstrating that treatment of *Rybp^fl/fl^;Yaf2^*−*/*−* ^*cells with tamoxifen for 96 hr results in loss of RYBP protein. The levels of the PRC1 component, RING1B, and the PRC2 component, SUZ12, are unchanged. TATA Box Binding Protein (TBP) is included as a loading control. (**C**) A genomic snapshot from RYBP ChIP-seq analysis in *Rybp^fl/fl^;Yaf2^*−*/*−* ^*cells before (UNT) and after 96 hr of tamoxifen treatment (OHT) showing that RYBP occupancy on chromatin is lost. (**D**) Western blot analysis of H2AK119ub1 in *Rybp^fl/fl^*ESCs, compared with *Rybp^fl/fl^;Yaf2^*−*/*−* ^*cells before (UNT) and after 96 hr tamoxifen treatment (OHT). Western blot with a histone H3-specific antibody is shown as a loading control. (**E**) A quantitation of western blot analysis for H2AK119ub1 relative to histone H3 in *Rybp^fl/fl^*ESCs, compared with RYBP/YAF2 deletion indicating no global reduction in H2AK119ub1. Errors bars indicate standard deviation for three biological replicate experiments. (**F**) Genome-wide correlation of wildtype H2AK119ub1, RYBP, RING1B and H3K4me3 ChIP-seq using 10 kb windows. H2AK119ub1 ChIP-seq correlates well with RYBP and RING1B genome-wide. (**G**) A genomic snapshot of calibrated H2AK119ub1 ChIP-seq in the *Rybp^fl/fl^;Yaf2^*−*/*−* ^*mouse embryonic stem cells before (UNT) and after 96 hr tamoxifen (OHT) treatment at two polycomb-occupied target sites indicating significant reductions in H2AK119ub1 in the absence of RYBP. (**H**) A metaplot illustrating calibrated H2AK119ub1 ChIP-seq read density at peaks of H2AK119ub1 (n = 2407) before (UNT-solid line) and after (OHT- dotted line) tamoxifen treatment. Removal of RYBP has a broad effect on H2AK119ub1. (**I**) A scatter plot of normalised read densities for calibrated H2AK119ub1 ChIP-seq illustrates reduced H2AK119ub1 signal at nearly all H2AK119ub1 peaks in OHT-treated *Rybp^fl/fl^;Yaf2^*−*/*−*^* cells (OHT) when compared to untreated cells (UNT). Red dots correspond to statistically significant reductions in H2AK119ub1. **DOI:** http://dx.doi.org/10.7554/eLife.18591.010

**Figure 5—figure supplement 1.**
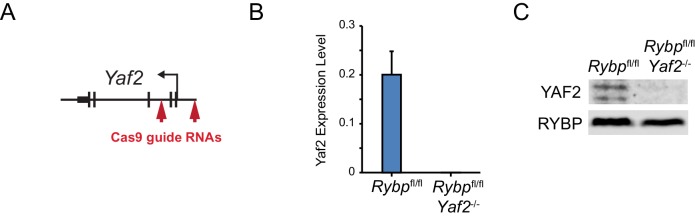
CRISPR-Cas9-mediateddeletion of *Yaf2* in *Rybp^fl^*^/*fl*^ ESCs. (**A**) A schematic depicting CRISPR-Cas9 guides used to delete *Yaf2* and generate *Rybp^fl/fl^;Yaf2^*−*/*−*^*mouse embryonic stem cells. Cas9 guides were designed to make an approximately 680 bp deletion which removes exons 1 and 2 of *Yaf2*. This results in a loss of the *Yaf2* translation start site, and the 5’ portion of the coding sequence. (**B**) Quantitative RT-PCR confirms deletion of *Yaf2* mRNA in *Rybp^fl/fl^;Yaf2^*−*/*−*^* mouse embryonic stem cells. (**C**) Western blot analysis of *Rybp^fl/fl^;Yaf2^*−*/*−*^* mouse embryonic stem cells confirms loss of YAF2 protein. Western blot with an RYBP-specific antibody is shown as a control. **DOI:** http://dx.doi.org/10.7554/eLife.18591.011

Having established the *Rybp^fl^*^/fl^;*Yaf2*^−/−^ cell line we then set out to understand if the capacity of RYBP to stimulate PRC1 in vitro would also translate into effects on cellular H2AK119ub1 following RYBP removal. Studying this in a cellular context could however be complicated by previous conflicting observations suggesting that RING1B may, or may not, be destabilised when RYBP is removed in ESCs (Tavares et al., 2012; Morey et al., 2013). To examine this possibility we first determined whether loss of RYBP affected the level of RING1B. In the context or our new *Rybp^fl/fl^;Yaf2^−/−^*conditional system, deletion of RYBP did not lead to an appreciable reduction in total RING1B (Figure 5B), in agreement with our observation that PRC1 complex assembly in vitro is modular (Figure 1D). The stability of the PRC1 complex in the absence of RYBP allowed us to then examine the direct contribution of RYBP to H2AK119ub1 in vivo. Somewhat surprisingly, despite the dramatic affects that RYBP has on H2AK119 E3 ligase activity in vitro, removal of RYBP did not significantly affect total H2AK119ub1 as measured by western blot (Figure 5D and E). Again this contrasts previous observations in which shRNA-mediated knockdown of RYBP led to global reductions in H2AK119ub1 (Tavares et al., 2012; Gao et al., 2012), and suggests that these affects may have been the indirect result of decreased RING1B levels.

Given these observations, we reasoned that RYBP may play a more defined or locus-specific role in regulating H2AK119ub1 as had previously been suggested from single gene analysis following RYBP depletion in ESCs (Morey et al., 2013). To address this possibility we exploited a calibrated ChIP-seq approach (Bonhoure et al., 2014; Hu et al., 2015; Orlando et al., 2014) to measure H2AK119ub1 genome-wide in the *Rybp^fl/fl^;Yaf2^−/−^*cells, before and after RYBP ablation. Importantly, H2AK119ub1 signal in wild-type cells was highly correlated with both RING1B and RYBP occupancy genome-wide (Figure 5F). Furthermore, a visual inspection of these data revealed enrichment of H2AK119ub1 at genes associated with Polycomb-mediated repression in embryonic stem cells (Figure 5G). When we compared the levels of H2AK119ub1 before and after RYBP removal at individual Polycomb target sites, we observed clear reductions in H2AK119ub1 (Figure 5G), suggesting that RYBP supports deposition of H2AK119ub1 at these genomic locations. To explore the breadth of these affects, we identified a set of 2407 genomic regions that were enriched for H2AK119ub1. Quantitation of H2AK119ub1 after removal of RYBP revealed widespread effects on H2AK119ub1 (Figure 5H), with approximately 45% of regions showing significant reductions in the levels of H2AK119ub1 (1091/2407; p<0.05). However, this appeared to be an underestimation of the effect, as nearly all PRC1 targets displayed reductions in H2AK119ub1, albeit below the significance threshold (Figure 5I). These effects are consistent with our in vitro observations demonstrating that RYBP shapes the E3 ligase activity of PRC1 complexes. Given the widespread reductions in H2AK119ub1 observed in ChIP-seq, it is perhaps surprising that we did not detect global alterations in H2AK119ub1 by western blot. This is likely due to a proportion of total cellular H2AK119ub1 residing outside of classical polycomb target sites as has been proposed previously in other systems (Lee et al., 2015; Goldknopf et al., 1975).

### RYBP regulates the activity, not chromatin occupancy, of PRC1 in vivo

Although our in vitro studies provide compelling evidence that RYBP regulates PRC1 activity, previous work has suggested that RYBP may also contribute to PRC1 function through regulating its stability or targeting (Tavares et al., 2012; Gao et al., 2012). Conversely, single gene studies had suggested that following depletion of RYBP, RING1B targeting to polycomb sites may not be overtly affected (Hisada et al., 2012; Morey et al., 2013). Therefore, having demonstrated that the stability of PRC1 is unaffected following RYBP deletion in the *Rybp^fl/fl^;Yaf2^−/−^* cells (Figure 5B), we set out to test at the genome-scale whether H2AK119ub1 losses following RYBP deletion in vivo were the result of defective PRC1 targeting or supressed E3 ligase activity. To achieve this, we carried out RING1B ChIP-seq before and after tamoxifen treatment of *Rybp^fl/fl^;Yaf2^-−/−^* cells (Figure 6). Initially, we considered RING1B occupancy at PRC1 target sites where H2AK119ub1 was dependent upon RYBP, to examine whether H2AK119ub1 reductions were coincident with reduced chromatin occupancy of PRC1. However, visual inspection of several of these sites revealed that despite displaying large decreases in H2AK119ub1, RING1B occupancy was often unaffected (Figure 6A). We extended this analysis genome-wide (Figure 6B), and found that the majority of PRC1 target sites (78%; 1870/2407) failed to show a significant change in RING1B occupancy (Figure 6B) and we validated these observations at a number of sites using ChIP quantitative PCR analysis (Figure 6—figure supplement 1). Indeed, there were only a modest number of sites showing decreases in RING1B binding (20%; 487/2407) (Figure 6C). Importantly, following RYBP deletion we observed clear and widespread reductions in H2AK119ub1 at PRC1 target sites where RING1B occupancy remained unchanged. These observations are in agreement previous observations at selected target sites following shRNA-mediated knockdown of RYBP which also appeared to show loss of H2AK119ub1 in the absence of perturbed RING1B binding (Morey et al., 2013). Interestingly, the subset of PRC1 targets which lost RING1B appeared on average to exhibit a unique depletion of H2AK119ub1 in the centre of the peak when compared to other PRC1 targets (Figure 6C). This was coincident with a more highly positioned TSS at the centre of the peak but did not appear to correspond with a depletion of nucleosomes (Figure 6—figure supplement 2A and B). Furthermore, these sites tended to be more enriched for variant PRC1 (RYBP), as opposed to canonical PRC1 (CBX7) occupancy, suggesting that these PRC1 targets might depend more on RYBP for normal H2AK119ub1 and RING1B occupancy than canonical targets (Figure 6—figure supplement 2C) as suggested previously (Morey et al., 2013). Together, these genome-wide observations strongly support our in vitro conclusions that RYBP stimulates the E3 ligase activity of PRC1, and reveal that decreases in H2AK119ub1 at PRC1 target sites are not due to defects in targeting PRC1.

**Figure 6.**
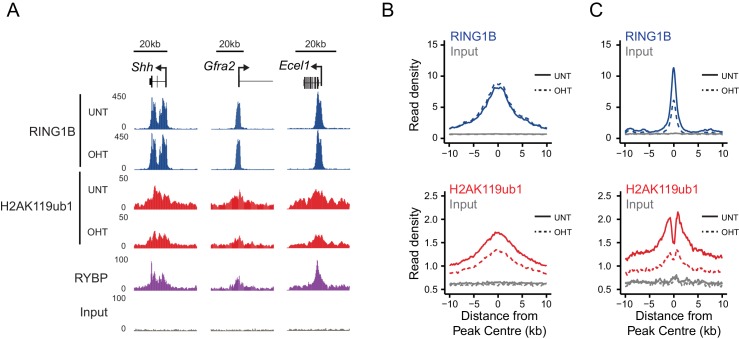
RYBP regulates the activity, not chromatin occupancy, of PRC1 in vivo. (**A**) A genomic snapshot of RING1B and H2AK119ub1 ChIP-seq in *Rybp^fl/fl^;Yaf2^*−*/*−*^ *mouse embryonic stem cells before (UNT) and after 96 hr tamoxifen (OHT) treatment demonstrates that decreases in H2AK119ub1 occur in the absence of altered RING1B occupancy. (**B–C**) Metaplots illustrating H2AK119ub1 and RING1B ChIP-seq read density at H2AK119ub1 peaks with (n = 487) or without (n = 1870) significant reductions in RING1B occupancy before (UNT-solid line) and after tamoxifen treatment (OHT-dotted line). RYBP loss affects the levels of H2AK119ub1 (B-bottom panel) even though RING1B occupancy is unaffected (B-upper panel) indicating RYBP stimulates PRC1 activity at target sites in vivo. **DOI:** http://dx.doi.org/10.7554/eLife.18591.012

**Figure 6—figure supplement 1.**
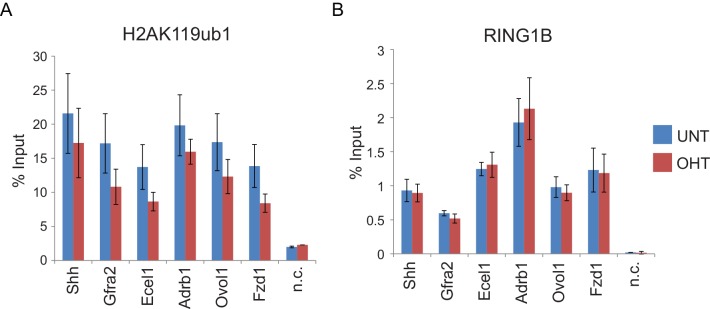
RYBP deletion results in reductions in H2AK119ub1 at sites where PRC1 occupancy remains unchanged. (**A**) ChIP-qPCR based analysis validating the reductions in H2AK119ub1 observed by calibrated ChIP-seq in *Rybp^fl/fl^;Yaf2^*−*/*−*^* mouse embryonic stem cells before (UNT) and after 96 hr tamoxifen (OHT) treatment at a series of PcG target genes. n.c. corresponds to a non-target control region. ChIP experiments were performed in biological triplicate and error bars represent S.E.M. (**B**) ChIP-qPCR based analysis validating the retention of PRC1 (RING1B) at sites that show reductions in H2AK119ub1 in *Rybp^fl/fl^;Yaf2^*−*/*−*^* mouse embryonic stem cells before (UNT) and after 96 hr tamoxifen (OHT) treatment. n.c. corresponds to a non-target control region. ChIP experiments were performed in biological triplicate and error bars represent S.E.M. **DOI:** http://dx.doi.org/10.7554/eLife.18591.013

**Figure 6—figure supplement 2.**
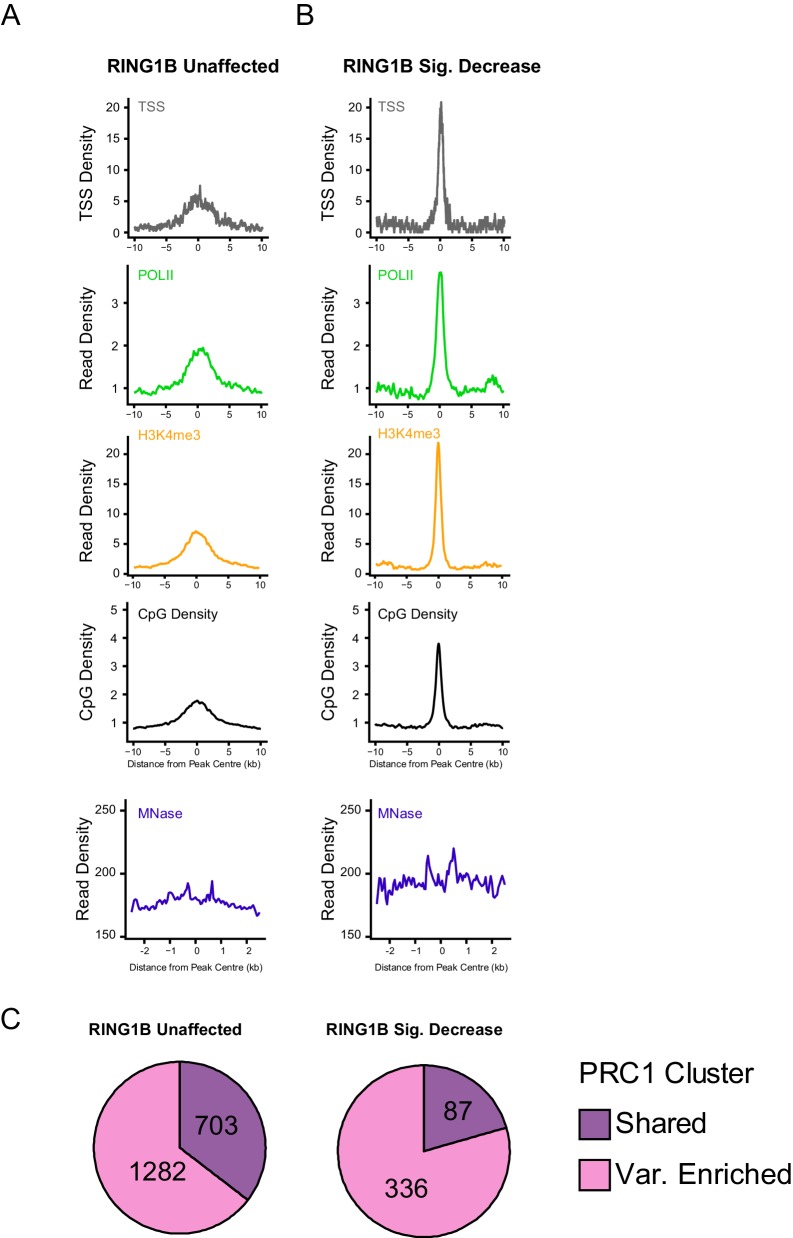
An examination of genomic features at PRC1 targets that retain, or lose, RING1B following deletion of RYBP/YAF2. (**A–B**) Metaplots illustrating a series of genomic features at H2AK119ub1 peaks with (n = 487) or without (n = 1870) significant reductions in RING1B occupancy in the *Rybp^fl/fl^;Yaf2^*−*/*−*^* mouse embryonic stem cells, as depicted in Figure 6. The features profiled include TSS position (TSS), RNA polymerase II (POLII), H3K4me3, CpG density, and nucleosome positioning by MNase-seq. (**C**) Pie charts indicating whether sites examined in A and B were variant-enriched or shared PRC1 target sites. **DOI:** http://dx.doi.org/10.7554/eLife.18591.014

### RYBP-dependent stimulation is essential for H2AK119ub1 at sites with low PRC1 occupancy

RYBP plays a central role in stimulating PRC1 in vivo, and virtually all H2AK119ub1-enriched regions show some dependency on RYBP for normal H2AK119ub1 (Figure 5I). Nevertheless it was clear that at individual sites the magnitude of H2AK119ub1 loss often differed greatly, perhaps suggesting that features inherent to individual Polycomb target sites could dictate their reliance on the stimulatory activity of RYBP. To examine this possibility we divided PRC1 target sites into quartiles based on their relative loss of H2AK119ub1 (Figure 7A). Initially, we examined the levels of RYBP at these different groups to determine whether the effect on H2AK119ub1 following loss of RYBP was not simply related to the absolute amount of RYBP at a given target site (Figure 7B). Interestingly, RYBP enrichment was similar across groups of RYBP-dependency, and counterintuitively more lowly occupied sites often exhibited more profound reductions in H2AK119ub1. We then examined the occupancy of the PRC1 catalytic core component RING1B at these same sites, and observed that the sites which were most dependent upon RYBP for H2AK119ub1 had the lowest occupancy of RING1B (Figure 7C). This suggests that sites with limiting amounts of PRC1 have a more defined requirement for RYBP-dependent stimulation to achieve normal H2AK119ub1. To explore this possibility, we calculated the ratio of RYBP relative to RING1B at PRC1 target sites over the range of H2AK119ub1 dependencies (Figure 7D). This revealed that the sites where loss of RYBP most profoundly affected H2AK119ub1 exhibited the highest ratios of RYBP to RING1B (Figure 7D and E). At these PRC1 target sites it appears that the inherent activity of the core catalytic complex is insufficient to sustain H2AK119ub1, and that RYBP-dependent stimulation is required to define normal H2AK119ub1 levels. We then wondered whether dependency on RYBP might also be related to the occupancy of canonical PRC1 at these sites. Indeed, PRC1 targets that were occupied by RYBP but displayed reduced levels of CBX7 (i.e. ‘variant-enriched’) tended to show the largest reductions in H2AK119ub1 following RYBP removal (Figure 7F and G), whereas variant and canonical PRC1 occupied sites (i.e. ‘shared’) appeared to rely on RYBP to a lesser extent. Intriguingly, shared-PRC1 targets, tended have the largest polycomb domains, and were enriched for genes related to sequence-specific transcription factor binding (Figure 7—figure supplement 1), perhaps reflecting a contribution of both variant and canonical PRC1 in shaping H2AK119ub1 at these regulatory genes. Interestingly, and in contrast to previous reports (Morey et al., 2013), our ChIP-seq based analysis of RYBP binding did not reveal a class of PcG target sites that were enriched for canonical PRC1 (CBX7) but lacked variant PRC1 (RYBP). This suggests that canonical PRC1 binding occurs at PcG target sites that are also occupied by variant PRC1. Together, our detailed genome-wide analysis in vivo establishes a clear role for RYBP in stimulating the H2AK119ub1 E3 ligase activity of PRC1, particularly at variant PRC1-enriched sites with low levels of RING1B.

**Figure 7.**
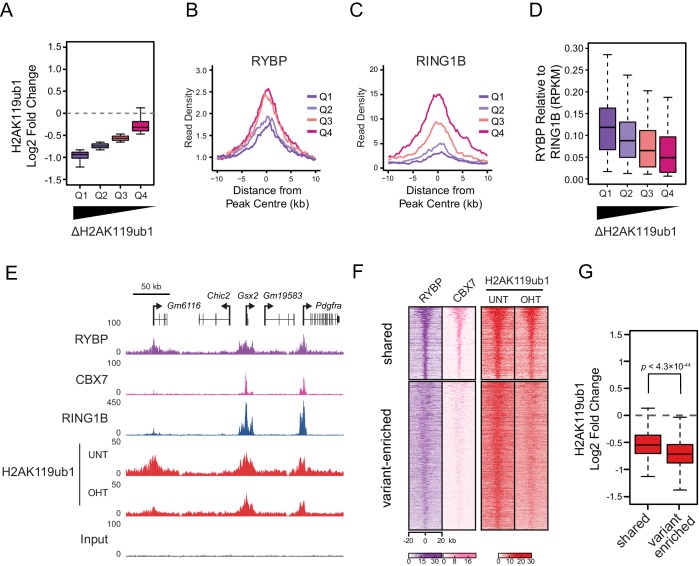
RYBP-dependent stimulation is essential for H2AK119ub1 at sites with low PRC1 occupancy. (**A**) A box plot illustrating the separation of H2AK119u1 peaks into quartiles based on their relative reduction in H2AK119ub1 upon deletion of RYBP. This indicates that all H2AK119ub1 peaks experience a decrease in H2AK119ub1 following RYBP removal, but some sites (e.g. Q1) are more dependent upon RYBP than others (e.g. Q4) (**B–C**) Metaplots illustrating the RYBP and RING1B ChIP-seq read density over the H2AK119ub1 quartiles identified in (**A**). Quartiles that are most dependent on RYBP for H2AK119ub1 (i.e. Q1 and Q2) have lower RYBP and RING1B occupancy. (**D**) A box plot illustrating that the quartiles which are most dependent on RYBP have the largest enrichment of RYBP relative to RING1B. (**E**) A genomic snapshot depicting three polycomb target sites which display varying dependencies on RYBP for their H2AK119ub1. The *Gm6116* gene (highlighted in grey) has low occupancy of RING1B and CBX7, and is almost completely reliant on RYBP for H2AK119ub1. In contrast the *Gsx2* and *Pdgfra* genes have high RING1B and CBX7 occupancy and are less dependent on RYBP for their H2AK119ub1. This indicates that RYBP plays a more pronounced role stimulating PRC1 activity at sites with limiting levels of RING1B. Furthermore, sites that are highly dependent on RYBP appear to be depleted of canonical PRC1. (**F**) A heatmap illustrating H2AK119ub1 peaks clustered into variant-enriched PRC1 and variant and canonical PRC1 (shared) sites based on RYBP (variant PRC1) and CBX7 (canonical PRC1) levels. Both variant-enriched and shared PRC1 target sites show a reduction in H2AK119ub1 following deletion of RYBP. (**G**) A box plot indicating the alterations in H2AK119ub1 at shared or variant-enriched PRC1 target sites. The *p* value denotes statistical significance calculated by a Wilcoxon signed rank test. **DOI:** http://dx.doi.org/10.7554/eLife.18591.015

**Figure 7—figure supplement 1.**
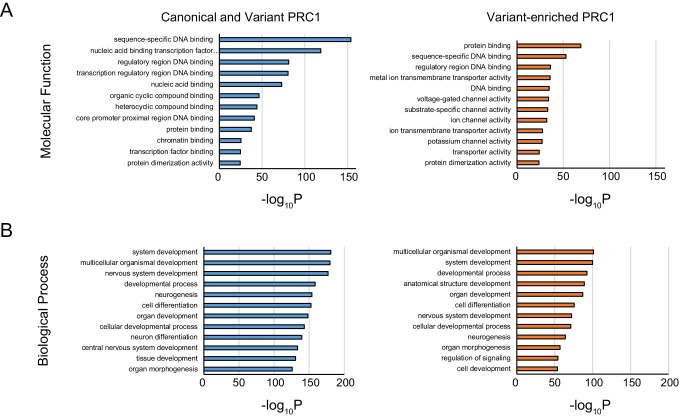
Gene ontology analysis of shared and variant-enriched PRC1 target sites. (**A**) Gene ontology (GO) analysis of Molecular Function term enrichment at genes associated with shared or variant-enriched PRC1 target sites. (**B**) GO analysis as in (**A**) but using Biological Process term enrichments. **DOI:** http://dx.doi.org/10.7554/eLife.18591.016

### RYBP-dependent H2AK119ub1 shapes PRC2 activity

We and others have recently discovered that PRC1 can regulate the targeting of PRC2 through its capacity to recognize H2AK119ub1 (Blackledge et al., 2014; Cooper et al., 2014; Kalb et al., 2014). This, coupled with CBX-dependent recognition of H3K27me3 by canonical PRC1 complexes (Bernstein et al., 2006; Fischle et al., 2003; Min et al., 2003), could effectively create a feedback mechanism sufficient to help sustain Polycomb chromatin domains in a histone modification-dependent manner. Given that RYBP stimulates the E3 ligase activity of PRC1, we wondered whether this activity may play a role in these proposed feedback mechanisms. To address this we performed ChIP-seq for SUZ12, a core component of PRC2, and H3K27me3 in the *Rybp^fl/fl^;Yaf2^−/−^* cells before and after tamoxifen treatment (Figure 8A). Strikingly, deletion of RYBP resulted in genome-wide reductions in H3K27me3 at Polycomb target sites (Figure 8A and B). However, like H2AK119ub1, H3K27me3 reductions were not evident from western blot analysis of total histones, suggesting that H3K27me3 is affected most profoundly at classical Polycomb target sites and not the larger pool of H3K27me3 which is proposed to exist elsewhere in the genome (Figure 8—figure supplement 1) (Grzybowski et al., 2015). Importantly, H3K27me3 reductions at Polycomb target sites occurred without any apparent loss in the chromatin occupancy of the PRC2 component SUZ12 (Figure 8A and C, Figure 8—figure supplement 2), suggesting that the observed decreases in H3K27me3 likely arise as a result of reduced activity of the PRC2 complex. Like the observed changes in H2AK119ub1 (Figure 7F and G), the largest reductions in H3K27me3 were evident at variant-enriched PRC1 target sites (Figure 8D), consistent with a more defined role for RYBP in maintaining PcG-associated histone marks at these regions. Importantly, reductions in H3K27me3 across all PRC1 target sites correlated closely with reductions in H2AK119ub1 (Figure 8E), indicating that the effects on H2AK119ub1 and H3K27me3 are linked and directly related to the activity of RYBP. These important observations demonstrate that RYBP-dependent H2AK119ub1 shapes the activity of PRC2 in depositing H3K27me3, and suggests that the observed stimulation of PRC2 by nucleosomes containing H2A mono-ubiquitylation in vitro is also relevant in vivo (Kalb et al., 2014).

**Figure 8.**
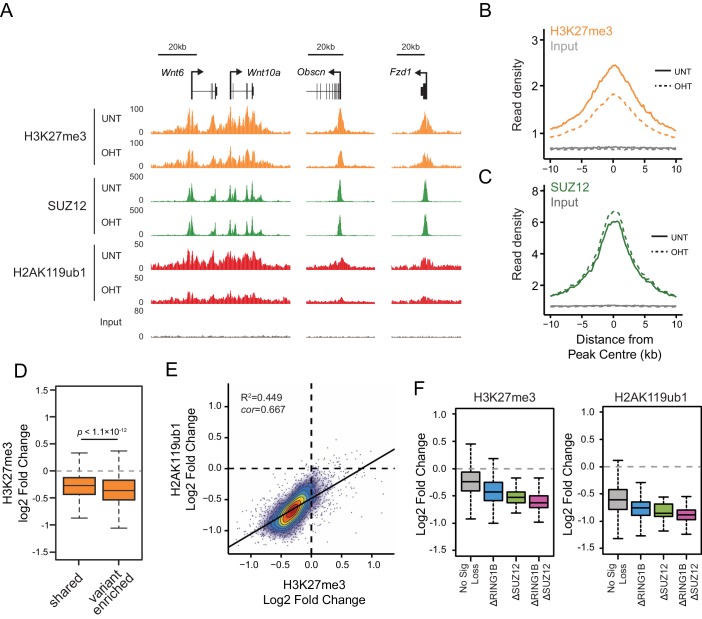
RYBP-dependent H2AK119ub1 shapes PRC2 activity. (**A**) A genomic snapshot of H3K27me3, SUZ12 and H2AK119ub1 ChIP-seq in *Rybp^fl/fl^;Yaf2^*−*/*−*^* mouse embryonic stem cells before (UNT) and after tamoxifen (OHT) treatment. At these target sites there are reductions in H3K27me3 in the absence of changes in SUZ12 occupancy following RYBP deletion. (**B-C**) Metaplots illustrating ChIP-seq read density for H3K27me3 (**B**) and SUZ12 (**C**) in the *Rybp^fl/fl^;Yaf2^*−*/*−*^* mouse embryonic stem cells before (UNT-solid line) and after tamoxifen (OHT-dotted line) treatment. Removal of RYBP results in widespread loss of H3K27me3 despite largely unaffected occupancy of SUZ12. (**D**) A box plot indicating the alterations in H3K27me3 at shared or variant-enriched PRC1 target sites. The *p* value denotes statistical significance calculated by a Wilcoxon signed rank test. (**E**) A scatter plot showing changes in H2AK119ub1 and H3K27me3 normalised read densities at H2AK119ub1 peaks after deletion of RYBP. This illustrates that the fold change in H2AK119ub1 and H3K27me3 are related to each other at individual sites following loss of RYBP. R^2^ and c*or* denote coefficient of determination for linear regression model and the pearson correlation coefficient respectively. (**F**) A box plot illustrating the changes in H2AK119ub1 and H3K27me3 at H2AK119ub1 peaks divided into groups based on whether RYBP deletion resulted in no significant loss of RING1B or SUZ12 (No Sig Loss, n = 1947), loss of RING1B only (△RING1B, n = 319), loss of SUZ12 only (△SUZ12, n = 38) or loss of both RING1B and SUZ12 (△RING1B △SUZ12, n = 103). This indicates that sites susceptible to loss of RING1B and/or SUZ12 experience the greatest relative reductions in H2AK119ub1 and H3K37me3. **DOI:** http://dx.doi.org/10.7554/eLife.18591.017

**Figure 8—figure supplement 1.**
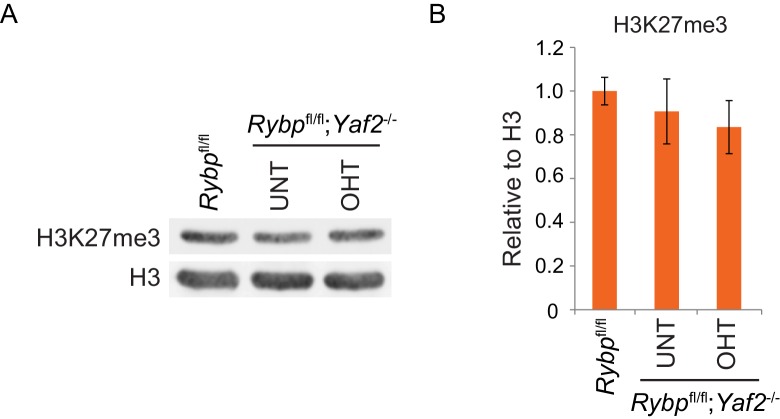
Analysis of H3K27me3 levels following loss of RYBP/YAF2. (**A**) Western blot analysis of H3K27me3 in *Rybp^fl/fl^*ESCs, and *Rybp^fl/fl^;Yaf2^*−*/*−*^* cells before (UNT) and after 96 hr tamoxifen treatment (OHT). An H3-specific antibody was used as a loading control. (**B**) A quantitation of western blot analysis for H3K27me3 relative to histone H3 following RYBP/YAF2 deletion. Errors bars indicate S.E.M. from four biological replicate experiments. **DOI:** http://dx.doi.org/10.7554/eLife.18591.018

**Figure 8—figure supplement 2.**
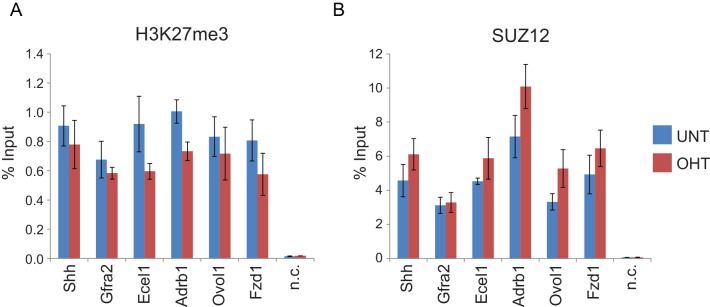
RYBP deletion results in reductions in H3K27me3, without decreases in PRC2 occupancy. (**A**) ChIP-qPCR based analysis validating the reductions in H3K27me3 observed by calibrated ChIP-seq in *Rybp^fl/fl^;Yaf2^*−*/*−*^* mouse embryonic stem cells before (UNT) and after 96 hr tamoxifen (OHT) treatment at a series of PcG target genes. n.c. corresponds to a non-target control region. ChIP experiments were performed in biological triplicate and error bars represent S.E.M. (**B**) ChIP-qPCR based analysis validating the retention of PRC2 (SUZ12) at sites that show reductions in H3K27me3 in *Rybp^fl/fl^;Yaf2^*−*/*−*^* mouse embryonic stem cells before (UNT) and after 96 hr tamoxifen (OHT) treatment. n.c. corresponds to a non-target control region. ChIP experiments were performed in biological triplicate and error bars represent S.E.M. **DOI:** http://dx.doi.org/10.7554/eLife.18591.019

Given that PRC1 and PRC2 complexes recognize and bind to the histone modifications that they place, it was somewhat surprising to us that the reductions in H2AK119ub1 and H3K27me3 following RYBP/YAF2 deletion did not result in more widespread effects on PRC1 and PRC2 occupancy. One possible explanation is that normal PcG protein occupancy can only be effectively maintained as long as histone modifications remain above a certain level or threshold. Conversely, if this threshold is crossed, effective Polycomb chromatin occupancy may no longer be maintained, and the Polycomb chromatin domain could begin to erode. If this were the case, one might predict that thresholds for Polycomb domain erosion would differ between individual target sites. We therefore hypothesized that in the context of our experiments, erosion of Polycomb chromatin domains following RYBP deletion might occur at the sites that experienced the greatest relative reductions in their Polycomb-associated histone modifications. To examine whether this was the case, we examined the subset of Polycomb target sites that experienced significant losses in PRC1 and PRC2 occupancy following RYBP deletion, and compared these to target sites at which occupancy was unaffected. Interestingly, we observed that the sites with the most profound losses of H2AK119ub1 and H3K27me3 were the same sites that showed reductions in PRC1 and PRC2 (Figure 8F). Together these observations reveal two important and fundamental features associated with the function of Polycomb chromatin domains. Firstly, there is an intimate relationship between the histone-modifying activities of PRC1 and PRC2 at target sites, which is regulated by auxiliary PcG complex subunits and not simply dictated by occupancy of PRC1/PRC2 core catalytic subunits. This is evident in instances where RYBP removal leads to reductions in both H2AK119ub1 and H3K27me3, without major alterations in PcG complex occupancy. Secondly, the occupancy of PcG complexes at target sites is not driven in a linear fashion by H2AK119ub1 and H3K27me3 levels. However, if activity-based communication between the PcG complexes is compromised there appears to be a modification threshold below which complex occupancy can no longer be sustained. Again this is evident following RYBP removal, where sites displaying the greatest loss of H2AK119ub1 and H3K27me3 also show reductions in PcG complex occupancy.

### Loss of RYBP culminates in gene reactivation at sites where Polycomb chromatin domains are compromised

Studies in mice have demonstrated that RYBP plays a fundamental role in early development (Pirity et al., 2005), and that it is also important at later developmental stages including haematopoiesis (Calés et al., 2016), presumably due to its involvement in PcG-mediated gene regulation (Tavares et al., 2012). Furthermore, RYBP-deficient *Drosophila* die at varying stages during development and RYBP can function as an enhancer of PcG phenotypes (Gonzalez et al., 2008). Given the widespread effects that RYBP has on shaping H2AK119ub1 and H3K27me3, and the erosion of normal Polycomb chromatin domains that ensues at some target sites following RYBP removal, we wondered whether genes associated with these target sites were aberrantly transcribed. 

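Nuclear RNA was sequenced from 6 libraries of *Rybp fl/fl;Yaf2-/-* mouse embryonic stem cells, in which *Yaf2* had been removed beforehand and *Rybp* carries loxP sites that an OHT-activated Cre recombinase recombines. Of these, 3 biological replicates were untreated (UNT) and 3 had received 800 nM 4-hydroxytamoxifen (OHT) for 96 hr. Nuclear RNA is enriched for nascent, unspliced transcripts, so that it follows transcription more closely than total RNA does. The authors removed rRNA reads, aligned the remainder to mm10, counted read pairs on a non-redundant RefSeq gene set and compared OHT with UNT in DESeq2. The values analysed here are that comparison. For each transcript entry the authors' deposited table holds a base mean (the normalized count averaged over all libraries), a log2 fold change with its standard error, a Wald statistic, a p-value and an adjusted p-value. Counts per library were not analysed here, so the depth of each library is unknown and no spread between replicates could be computed apart from the standard errors. From the table, the Benjamini-Hochberg adjustment was recomputed, base means were ranked, and gene lists were set against 10000 random lists matched on base mean. The log2 fold changes are moderated, that is, drawn towards 0 where counts are low. Their standard errors stop at a ceiling of 0.260, from which a prior SD of 0.520 follows if the prior is normal, and the moderation was undone under that assumption where stated. The targeted gene was examined first. *Rybp* lies on the minus strand of chromosome 6 of mm10 from 100228565 to 100287485. In the authors' deposited table its base mean is 13983 and its log2 fold change is 0.92 (standard error 0.19, adjusted p = 0.000435 from DESeq2 with Benjamini-Hochberg adjustment), so that *Rybp* read counts are higher in the libraries labelled OHT. With the moderation undone the *Rybp* fold change is 2.13, and the gene's base mean lies at percentile 99.3 of all entries with a p-value. Directions below are those of the libraries labelled OHT against the libraries labelled UNT. *Yaf2* has a base mean of 3.24 in the authors' deposited table, at percentile 11.7, and has no adjusted p-value there.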

To this end, we isolated nuclear RNA from cells before and after RYBP deletion and carried out RNA-seq analysis. This revealed that loss of RYBP resulted in a limited number of robust and statistically significant transcriptional changes (Figure 9A), in agreement with previous studies examining gene expression by microarray analysis in RYBP deleted cells (Hisada et al., 2012). 

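A p-value was available for 19194 of the 20633 entries, and 1435 entries had a base mean of 0. An adjusted p-value was given for 16326 entries, because 2868 entries with a base mean of at most 5.64 had been filtered out before adjustment. Recomputing the Benjamini-Hochberg adjustment over the 16326 p-values gave 0 calls that differ from the authors' deposited table. Before adjustment, 1545 entries (8.05% of those with a p-value) had a p-value under 0.05, of which 1005 were higher and 540 lower in the libraries labelled OHT. The percentage with a p-value under 0.05 was 16.8% in the fourth decile of entries by base mean and 7.0% in the highest decile. The median log2 fold change over all entries was 0.013, with quartiles of -0.11 and 0.14. The strongest increases by adjusted p were in *Mael* and *Taf7l*. *Mael* (chromosome 1, 166201201 to 166238747) has a log2 fold change of 1.63 in the authors' deposited table (standard error 0.17, adjusted p = 1.28e-17 from DESeq2). *Taf7l* (chromosome X, 134460118 to 134476490) has the largest log2 fold change of the authors' deposited table among entries passing the threshold, 1.94 (standard error 0.23, adjusted p = 1.22e-13 from DESeq2). *Hpse2*, *Syce1* and *Sycp1* follow, with re-adjusted p-values over every entry of 6.48e-09, 6.48e-09 and 7.52e-09. The smallest adjusted p-values among decreases belong to *Bahcc1*, *Zic2*, *Msh4*, *Sox1* and *Plag1*. *Bahcc1* (chromosome 11, 120232947 to 120292296) fell by 1.14 on the log2 scale in the authors' deposited table (standard error 0.17, adjusted p = 5.01e-08 from DESeq2). *Msh4* has the largest decrease in the authors' deposited table among entries passing the threshold, and with the moderation undone it fell by 1.91 on the log2 scale. With the Benjamini-Yekutieli adjustment, the strictest of the alternatives for the adjustment, 85 higher and 9 lower entries remained under 0.05, each of them among the entries called by the authors.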

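In the authors' deposited table, 230 entries were higher and 37 lower in the libraries labelled OHT at an adjusted p-value under 0.05. The higher entries made up 86.1% of those called (exact 95% confidence interval 81.4% to 90.1%), against 52.8% of positive log2 fold changes among all entries with a p-value. This difference gave p = 8.77e-31 in an exact two-sided binomial test across genes, which are not independent replicates. Several entries can belong to one gene, and the higher entries carry 209 distinct gene symbols and the lower entries 34. The higher entries had a median base mean of 119.8 (quartiles 66.7 and 266.7), against 306.7 for all entries with a p-value. Their median lay at percentile 38.2, and 77.8% of them fell under the median base mean of all entries. In 10000 random lists of the same size, a median this far from the middle had p = 0.0004 (permutation test, two-sided). By contrast, the lower entries had a median base mean of 1080 at percentile 72.0 (p = 0.0042 by the same permutation test), and 27.0% of them fell under the median of all entries. No entry of the lowest decile by base mean was called, 85 of the higher entries were in the fourth decile and 1 was in the highest decile. That single entry is *Rybp*.

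**Figure D1:**
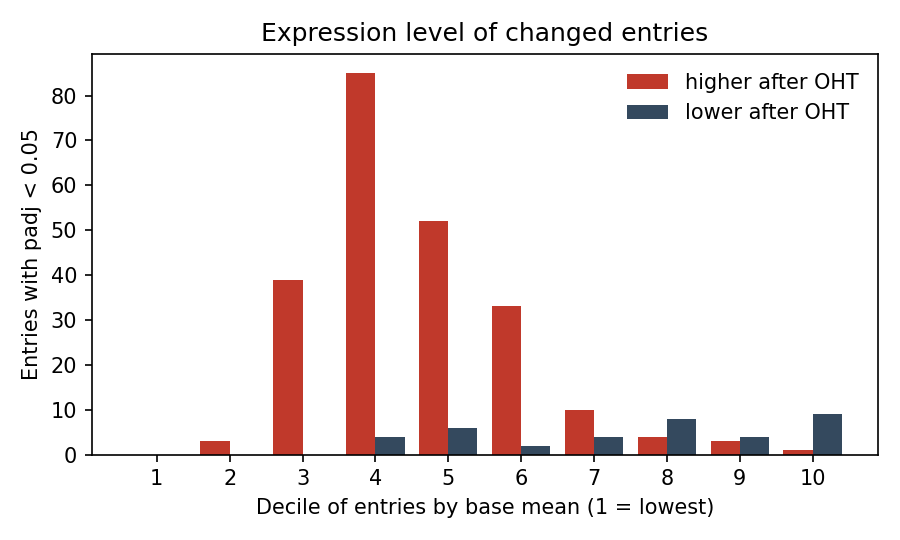
Number of entries with an adjusted p-value under 0.05 (vertical axis) in each decile of entries ranked by base mean (horizontal axis, 1 is the lowest decile), with separate bars for entries higher and lower after OHT. The higher entries peak at 85 in the fourth decile, and the lower entries are most numerous, at 9, in the highest decile.

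The paper sets the excess of upregulated over downregulated genes beside a role for RYBP in PRC1-dependent gene repression.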

Consistent with a role for RYBP in shaping PRC1-dependent gene repression, more genes were significantly upregulated (n = 230) than downregulated (n = 37), and these tended to be lowly expressed genes (Figure 9A). Furthermore, when we compared these gene expression changes to those observed in the complete absence of PRC1 activity (RING1A^−/−^;RING1B^−/−^) (Schoenfelder et al., 2015), most RYBP-repressed genes fell within the set of genes that are also regulated by RING1A/B (Figure 9B). In addition, when we compared the expression of genes that were upregulated following RYBP loss to the gene expression changes in cells where RING1B was catalytically inactivated (RING1B I53A) (Illingworth et al., 2015), RYBP-dependent genes were also partially upregulated, although the effects in this context were modest (Figure 9—figure supplement 1). The extent of gene reactivation at Polycomb target genes following RYBP removalwas generally of lower magnitude than gene reactivation following deletion of RING1A/RING1B (Figure 9C), in agreement with our observations that RYBP stimulates, but is not absolutely required for, PRC1 activity and occupancy. Furthermore, both shared and variant-enriched PRC1 target sites were subject to reactivation following removal of RYBP (Figure 9—figure supplement 2).

**Figure 9.**
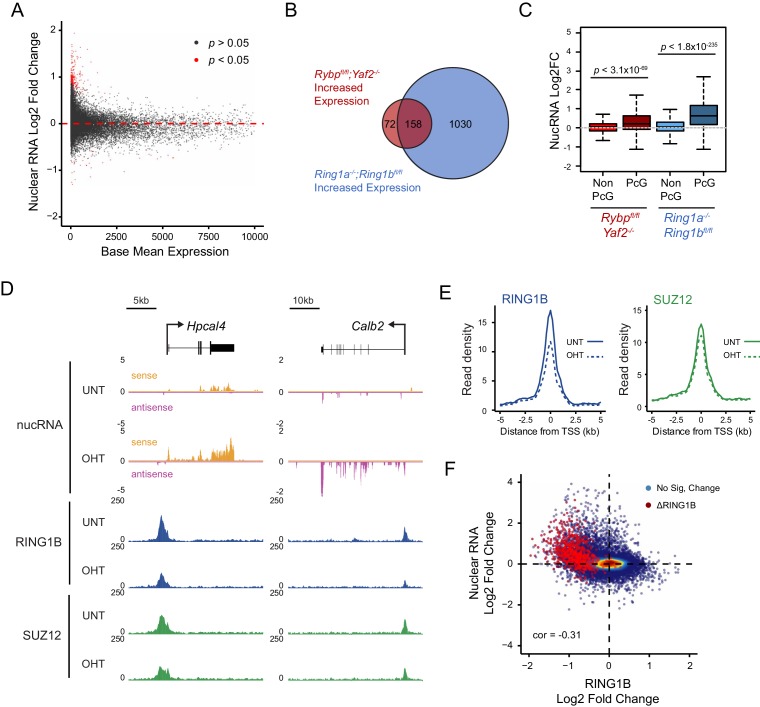
Loss of RYBP culminates in gene reactivation at sites where Polycomb chromatin domains are compromised. (**A**) An MA plot illustrating differential gene expression analysis based on nuclear RNA (nucRNA)-seq in the *Rybp^fl/fl^;Yaf2^−/−^* mouse embryonic stem cells before and after tamoxifen treatment. Log2 fold change of nucRNA is plotted against mean transcriptional level in wildtype cells. Significance values represent adjusted *p* values calculated by DESeq2. (**B**) A Venn diagram illustrating that genes upregulated after deletion of RYBP are a subset of genes upregulated upon deletion of the PRC1 catalytic core proteins RING1A/RING1B. (**C**) A box plot comparing the log2 fold change in nucRNA levels following loss of RYBP or RING1A/RING1B at TSS marked by H2AK119ub1 peaks (PcG; n = 1490) or TSS without H2AK119ub1 (Non-PcG; n = 12,911). This reveals that Polycomb target TSS are the most affected genes, and that the average level of upregulation after loss of RYBP is less than the upregulation following deletion of RING1A/RING1B. *p* values denote statistical significance calculated with Wilcoxon signed rank test. (**D**) A genomic snapshot of two genes upregulated following loss of RYBP. RNA-seq reads are separated by strand. Following RYBP deletion, both genes exhibit reductions in TSS-associated RING1B and SUZ12, as illustrated by ChIP-seq for RING1B and SUZ12 before (UNT) and after tamoxifen (OHT) treatment. (**E**) Metaplots illustrating that TSS occupancy of RING1B and SUZ12 are reduced after deletion of RYBP/YAF2 at upregulated genes (n = 230). (**F**) A scatter plot illustrating that increases in gene expression broadly correlate with decreases in RING1B occupancy at the TSS (±500 bp). Significant reductions in RING1B are depicted as red dots. **DOI:** http://dx.doi.org/10.7554/eLife.18591.020

**Figure 9—figure supplement 1.**
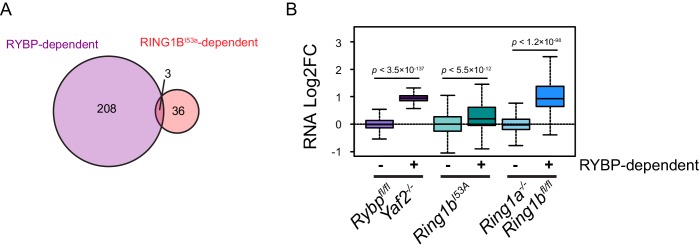
A Comparison of RYBP-dependent gene expression changes with RING1B^I53A^ gene expression changes. (**A**) A Venn diagram illustrating the overlap between significant increases in gene expression that result from RYBP deletion in *Rybp^fl/fl^;Yaf2^*−*/*−*^* mouse embryonic stem cells and significant increases in gene expression that occur in mouse ESCs expressing a catalytically inactive form of RING1B (*Ring1b^I53A^*) ( Illingworth et al., 2015). (**B**) A quantitation of gene expression changes that occur in the *Rybp^fl/fl^;Yaf2^*−*/*−*^*, *Ring1b^I53A^*and *Ring1a^*−*/*−*^;Ring1b^fl/fl^* lines at genes which are unaffected (−) or significantly increase in expression (+) following removal of RYBP in *Rybp^fl/fl^;Yaf2^*−*/*−*^* mouse embryonic stem cells. *p* denotes statistical significance calculated using Wilcoxon Rank Sum test. **DOI:** http://dx.doi.org/10.7554/eLife.18591.021

**Figure 9—figure supplement 2.**
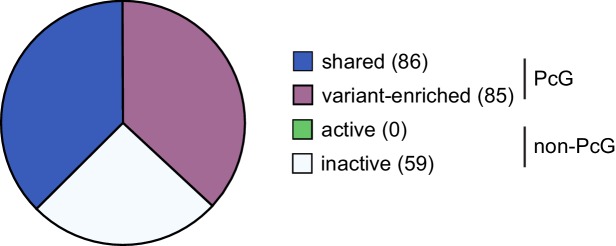
Genes up-regulated following deletion of RYBP/YAF2 are not unique to shared or variant-enriched PRC1 target sites. Genes up-regulated following removal of RYBP in *Rybp^fl/fl^;Yaf2^−/*−*^* cells were classified as either PcG target sites or non-PcG target sites. These sites were further segregated into shared or variant-enriched PcG target sites and active or inactive non-PcG target sites. This revealed that genes upregulated following RYBP removal were not unique to either shared or variant-enriched PcG target sites. **DOI:** http://dx.doi.org/10.7554/eLife.18591.022

**Figure 9—figure supplement 3.**
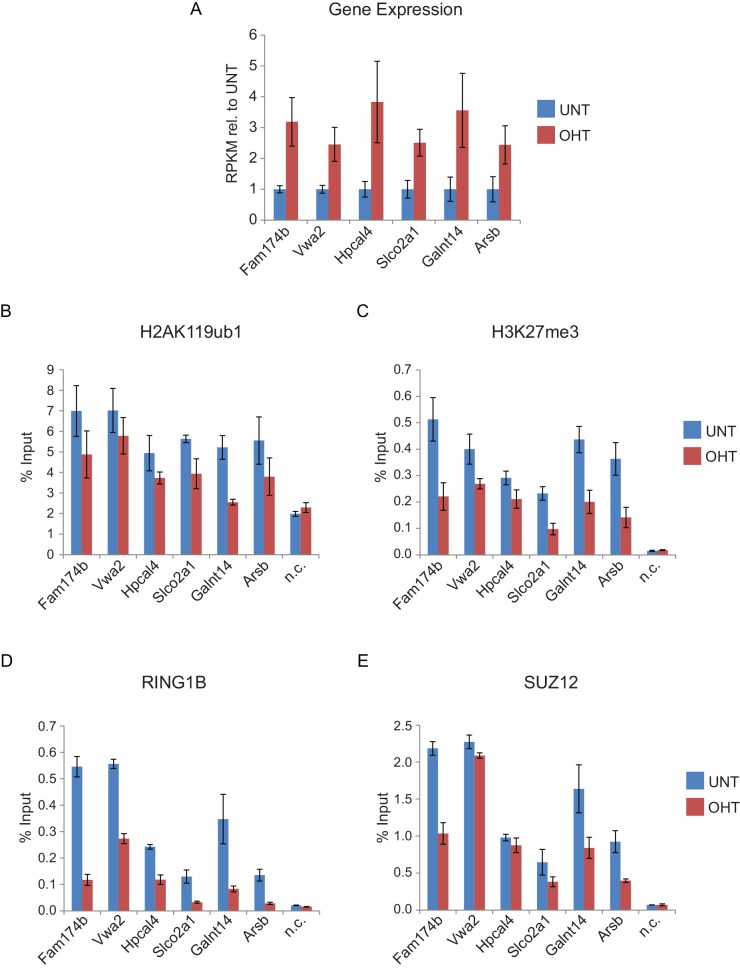
Genes that are reactivated in response to RYBP deletion exhibit polycomb domain erosion. (**A**) A panel of genes which exhibited significant increases in transcription in response to RYBP removal were identified and their reads per kilobase per million (RPKM) values for tamoxifen-treated (OHT) relative to untreated (UNT) cells were examined. The bar graphs represent read information from three biological replicate RNA-seq experiments and error bars represent S.E.M. (**B-E**) ChIP-qPCR based analysis was carried out to examine the effects on (**B**) H2AK119ub1, (**C**) H3K27me3, (**D**) RING1B, and (**E**) SUZ12 which occurred at the target genes identified in (**A**) following RYBP removal (OHT) in the *Rybp^fl/fl^;Yaf2^*−*/*−*^* mouse embryonic stem cells. In all cases upregulated genes displayed a loss of H2AK119ub1 and H3K27me3. In agreement with the ChIP-seq analysis for RING1B and SUZ12 at this class of reactivated genes (Figure 9D and E), our single gene ChIP quantitative PCR analysis validated that these sites usually also display reductions PRC1 (RING1B) and PRC2 (SUZ12) binding, albeit with losses of RING1B being more apparent than SUZ12. n.c. corresponds to a non-target control region. ChIP experiments were performed in biological triplicate and error bars represent S.E.M. **DOI:** http://dx.doi.org/10.7554/eLife.18591.023

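The transcription data behind this panel were re-examined for *Fam174b*, *Vwa2*, *Slco2a1*, *Galnt14* and *Arsb*, whose RPKM values per library were not analysed here. All of these genes have positive log2 fold changes and adjusted p-values under 0.05 in the authors' deposited table. *Fam174b* (chromosome 7 of mm10, 73740302 to 73776919) has a log2 fold change of 1.21 in the authors' deposited table (standard error 0.22, adjusted p = 3.82e-05 from DESeq2). With the moderation undone its fold change is 3.07. *Vwa2* (chromosome 19, 56874249 to 56912078) has an unmoderated fold change of 2.37 and a re-adjusted p-value over every entry of 0.000362. It lies 4236 bp downstream of *Tdrd1* on the same strand. *Tdrd1* is also higher after OHT, so read-through into *Vwa2* is not excluded. *Slco2a1* (chromosome 9, 102988712 to 103096002) has an unmoderated fold change of 2.43 and a re-adjusted p-value of 0.00164. *Galnt14* (chromosome 17, 73493228 to 73710453) has an unmoderated fold change of 3.38 and a re-adjusted p-value of 0.000794. *Arsb* (chromosome 13, 93771630 to 93943016) has the weakest evidence, with an adjusted p-value of 0.0436 in the authors' deposited table (from DESeq2). Its p-value re-adjusted over every entry, with no filter on expression, is 0.0512, and adjusted over the 47 genes named beforehand alone, a list that includes the paper's own calls, it is 0.00357. The base means of these genes lie between percentile 37.0 for *Fam174b* and percentile 44.1 for *Vwa2*.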

Having identified the genes that were most dependent on RYBP for transcriptional repression, we were keen to examine how these effects on transcription were related to any associated Polycomb chromatin domains. We reasoned that if the integrity of a Polycomb chromatin domain was required for normal transcriptional repression, one might expect that gene reactivation following RYBP loss would correspond to sites where there was a loss of PcG complex occupancy. Indeed, when we examined individual RYBP-dependent genes, increased transcription was often coincident with TSS-associated decreases in PcG complex occupancy (Figure 9D), although this was more apparent for PRC1 than PRC2 (Figure 9E; Figure 9—figure supplement 3). 

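Of the values behind this comparison only transcription is covered here, and RING1B and SUZ12 occupancy were not analysed here. *Hpcal4* lies on the plus strand of chromosome 4 of mm10 from 123183227 to 123194701. In the authors' deposited table its base mean is 54.8 and its log2 fold change is 1.14 (standard error 0.25, adjusted p = 0.00145 from DESeq2). The estimated level of *Hpcal4*, with the moderation undone, rose from 23.8 normalized counts in UNT to 85.8 in OHT. *Calb2* lies on the minus strand of chromosome 8 from 110137502 to 110168210. In the authors' deposited table its base mean is 30.6 and its log2 fold change is 1.46 (standard error 0.26, adjusted p = 1.3e-05 from DESeq2). The standard error of *Calb2* is at the ceiling, where undoing the moderation is least certain, and no unmoderated value is given for it. Ranked by p-value over all entries, *Calb2* comes at position 26 and *Hpcal4* at position 74.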

When we extended this analysis genome-wide there was a very clear relationship, albeit not perfectly linear, between reduction of PRC1 occupancy at TSSs and increased gene expression (Figure 9F). Consistent with a role for PcG systems in helping to maintain genes in a repressed state in tissues where they should not normally be expressed (Klose et al., 2013; Riising et al., 2014; Voigt et al., 2013), the magnitude of gene reactivation events was often modest. This likely reflects genes that are in a very lowly transcribed or off state, transitioning to a more transcribed but not fully activated state. This is presumably because the signals necessary to drive transcriptional activation of these genes are low or absent in embryonic stem cells.

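Over the higher entries, the median of the moderated log2 fold changes was 0.95, with quartiles of 0.86 and 1.05. On a linear scale the median was 1.93-fold. A log2 fold change of at least 1 was reached by 83 of the entries (36.1%), and the smallest was 0.57. With the moderation undone, the median was 1.44 on the log2 scale, or 2.71-fold, and 37 entries reached at least 4-fold. This setting was chosen after seeing the values. The 1.44 and the 37 include entries with a base mean under 55.5, where undoing the moderation is less certain. Among the 184 higher entries with a base mean of at least 55.5, where undoing the moderation is most certain, the median rose from 0.93 to 1.28. As the entries were selected by their change, their fold changes are larger than those of an unselected set. The lower entries had a median log2 fold change of -0.77.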

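Levels in the libraries labelled UNT and in those labelled OHT were estimated for the higher entries from each base mean and its unmoderated fold change, and ranked against the estimated UNT levels of all entries with a p-value. The median level was 67.1 normalized counts in UNT, at percentile 33.5. In OHT the median was 171.5 normalized counts, at percentile 42.8. For comparison, the median UNT level of all entries was 301.8 normalized counts. After OHT, 155 of the higher entries (67.4%) were estimated to remain under the median UNT level of all entries. These are estimates from group means, without an error from replicates, and normalized counts do not correct for gene length. They include entries with a base mean under 55.5, for which undoing the moderation is less certain. *Fam174b* moved from percentile 31.3 to percentile 41.9, and *Galnt14* from percentile 35.0 to percentile 48.3. *Mael* moved from percentile 46.1 to percentile 67.1.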

Together, our transcription and Polycomb chromatin domain analyses reveal an activity-based communication between PcG complexes regulated by RYBP-dependent stimulation of PRC1. Furthermore it provides clear evidence that the histone modifying activities of PRC1 and PRC2 underpin feedback mechanisms that are important for maintaining Polycomb chromatin domains (Blackledge et al., 2015), counteracting inappropriate gene activation signals, and shaping normal gene repression, at least at a subset of polycomb target sites.

## Discussion

PcG proteins play an important chromatin-based role in controlling gene expression. The PRC1 and PRC2 complexes work together to achieve this, and in vertebrates both their occupancy on chromatin and functionality appear to rely, at least in part, on their capacity to modify histones. However, mechanisms controlling the activity of PRC1, and its relationship with PRC2, remain poorly understood. Here we reveal a defined requirement for specific PCGF components and the auxiliary subunits RYBP/YAF2 in regulating the H2AK119 E3 ligase activity of PRC1 in vitro (Figures 1–4). In vivo, RYBP plays a central role in shaping normal H2AK119ub1 at Polycomb target sites (Figure 5) where it functions to stimulate the E3 ligase activity of PRC1 (Figures 6 and 7) and regulate PRC2-dependent H3K27me3 (Figure 8). At a subset of Polycomb target sites, the absence of RYBP leads to a more profound effect on histone modifications leading to Polycomb chromatin domain erosion (Figure 8) and inappropriate reactivation of gene expression (Figure 9). Together this extends our understanding of the interesting and important activity-based communication between PcG complexes that has been previously proposed from in vitro studies (Kalb et al., 2014), and demonstrates that the enzymatic activity of PcG complexes can communicate through chromatin in vivo in order to maintain normal PcG function in gene regulation.

A striking and central conclusion from our enzymatic analysis of PRC1 complexes in vitro was that the enzymatic activity of PRC1 is determined not only by its interaction with auxiliary factors like RYBP/YAF2 but also the PCGF protein that forms the PCGF/RING1 catalytic core. This therefore suggests that the activity of individual PRC1 complexes is likely to depend upon the inclusion of specific PCGF proteins and to be highly regulated in vivo. An important focus for future work will be to directly compare the E3 ligase activities of other less well-characterized PRC1 complexes, to understand how widespread these regulatory mechanisms are amongst distinct PRC1 assemblies, including those PRC1 complexes formed by PCGF3/5/6. In an important first step towards achieving this, a recent study examined PCGF1–6/RING1 catalytic dimers and concluded that they displayed little inherent difference in their H2AK119 E3 ligase activity on nucleosome substrates in vitro (Taherbhoy et al., 2015). However, these experiments relied on truncated proteins which lack important domains, including the C-terminus of RING1 which is the interaction site for RYBP/YAF2 (Wang et al., 2010). In contrast our observations using full length proteins demonstrate that PRC1 activity is governed by the nature of the catalytic dimer and the stimulatory activity of auxiliary factors like RYBP/YAF2. An important focus of future work will also rely on understanding the relative contribution of individual PRC1 complexes in placing H2AK119ub1 in vivo, given that RYBP/YAF2 appears to interact with diverse PRC1 complexes.

As we begin to learn more about the mechanisms that shape PRC1-dependent E3 ligase activity, our understanding of how this contributes towards PcG system function in gene regulation and development remains an important and outstanding question. Indeed, it still remains incompletely defined how the H2AK119ub1-dependent and independent activities of PRC1 are leveraged by the PcG systems to regulate gene expression, particularly in mammals. However, early biochemical work very clearly demonstrated a structural role for PRC1 in chromatin compaction and counteracting chromatin remodelling in vitro, independently of H2AK119ub1 (Grau et al., 2011; Francis et al., 2004). Furthermore, RING1B null cells which display transcriptional reactivation and chromatin decompaction of the PcG-occupied *Hox* loci, are rescued of these deficiencies with a form or RING1B lacking catalytic activity, suggesting a structural role on chromatin for PRC1 in this context (Eskeland et al., 2010). In agreement with a role for canonical PRC1 in shaping chromatin structure at PcG target sites, the PHC component of canonical PRC1 can polymerize in vitro and this activity appears to be import for the formation of cytologically identifiable structures referred to as ‘polycomb bodies’ (Kim et al., 2002; Isono et al., 2013). Similar studies in *Drosophila* have also provided evidence via super resolution imaging that Polycomb body formation relies on Ph (orthologous to mammalian PHC) to shape chromatin domains (Boettiger et al., 2016; Wani et al., 2016) and perturbation of Ph in *Drosophila* leads to widespread effects on normal gene repression (Lagarou et al., 2008). This abundance of work clearly indicates that PRC1 has essential structure-based effects on chromatin that are related to normal PcG-dependent gene regulation and in some cases this appears to be independent of the E3 ligase activity of PRC1. Consistent with H2AK119ub1-independent roles for PRC1 in normal *Drosophila* development, a catalytic mutant of the *Drosophila* RING1 orthologue (Sce1) is less phenotypically severe than that of Sce1 null animals (Pengelly et al., 2015). Furthermore, mutation of histone H2A such that it is no longer a target for PRC1-dependent mono-ubiquitylation did not lead to *Hox* gene misregulation in *Drosophila* imaginal disc clones, suggesting that H2A ubiquitylation is not required to maintain repression of these PcG target genes (Pengelly et al., 2015). Similarly a *Ring1b^I53A/I53A^*mouse model, in which the E3 ligase activity of RING1B-containing PRC1 complexes is perturbed, indicated that the catalytic activity of RING1B is also not essential for early mouse development, with *Ring1b^I53A/I53A^*mice succumbing to embryonic lethality at a later embryonic stage than *Ring1b*-null mice (Illingworth et al., 2015; Voncken et al., 2003). Because these *Ring1b* mouse models do not completely phenocopy each other it would suggest that RING1B may contribute functions during mammalian development that are independent of H2A mono-ubiquitylation, possibly related to its role in chromatin compaction (Eskeland et al., 2010; Francis et al., 2004). However, it still remains unclear whether early mammalian development and normal polycomb mediated repression can be sustained in the absence of PRC1 E3 ligase activity, as this requires the generation of a mouse model that lacks the enzymatic activity of RING1A and RING1B, both of which are expressed in early development and contribute to deposition of H2AK119ub1 and gene repression (de Napoles et al., 2004; Endoh et al., 2008). Interestingly, however, *Ring1b^I53A/I53A^* embryonic stem cells have dramatically reduced levels of H2AK119ub1, show reductions in H3K27me3 and reactivate a subset of PcG target genes (Illingworth et al., 2015). This scenario is reminiscent of the reductions in H2AK119ub1 and H3K27me3 that occur following loss of RYBP-dependent stimulation of PRC1. Together these observations support the general argument that in mammals H2AK119ub1 helps to shape communication between PRC1 and PRC2 in order to sustain normal Polycomb chromatin domain function in gene regulation. However it is clear that a more detailed analysis of both RING1A and RING1B activity will be imperative in defining how important H2AK119ub1 is for mammalian development and gene regulation by the PcG system.

PRC1 and PRC2 complexes have the capacity to recognise H2AK119ub1 and H3K27me3, and it has been proposed that this supports PcG protein binding to chromatin (Blackledge et al., 2015; Kalb et al., 2014; Margueron et al., 2009; Min et al., 2003; Wang et al., 2004b; Simon and Kingston, 2013). Here we show that RYBP deletion causes reductions in H2AK119ub1 and H3K27me3 yet PRC1 and PRC2 occupancy remains largely intact. However, a subset of PcG target sites exhibit larger reductions in H2AK119ub1 and H3K27me3 and have pronounced losses of PcG complex occupancy. Based on these observations we speculate that activity-based communication between PRC1 and PRC2 may support PcG complex occupancy through a histone modification-dependent thresholding mechanism. In the context of such a mechanism we speculate that the majority of PcG target genes have H2AK119ub1 and H3K27me3 levels that are in excess of that required to support normal PRC1 and PRC2 binding. However, if H2AK119ub1 and H3K27me3 levels fall below a given threshold, as some sites do in the absence of RYBP, normal activity-based communication between PRC1 and PRC2 can no longer be maintained, leading to a reduction in PcG protein occupancy and an increased propensity for gene reactivation.

If histone modification-dependent thresholding mechanisms contribute at least at some sites to the function of the Polycomb system, how or why might this be beneficial to the control of gene expression? Given the highly dynamic nature of PRC1 and PRC2 interactions with chromatin (Fonseca et al., 2012), histone modifications could provide a form of local epigenetic memory to bridge the intervening time between individual engagement events to reinforce PcG protein occupancy. Assuming that PcG protein occupancy is important for gene repression and that histone modifications can stabilize PcG protein binding, it would seem sensible that some fluctuation in histone modification levels would need to be tolerated in order to protect the stability of the PcG system at individual sites. However, this hysteresis could be rapidly counteracted by altering the activity of individual PcG complexes, or by removing their associated histone modifications. In both scenarios this would impair PcG complex occupancy and render these normally inactive states reversible and responsive to strong gene activation signals during cell lineage commitment. In combination with chromatin-modifying activities of the Trithorax group systems that are associated with gene activation, this could support a form of chromatin bistability at gene regulatory elements, as we and others have previously proposed, to allow switch-like activation of gene expression (Deaton and Bird, 2011; Klose et al., 2013; Steffen and Ringrose, 2014; Voigt et al., 2013). Interestingly, alterations in the histone modifying activities of PcG complexes are key molecular defects associated with various cancers, suggesting that perturbing PcG-associated histone modifications, or potentially altering histone modification thresholds, may be important in the pathological adaptation of gene expression in cancer (Scelfo et al., 2015). Clearly more work is required to understand the relative contributions of the histone modification-dependent and -independent activities of PcG complexes to both chromatin structure and gene repression at polycomb chromatin domains.

In conclusion, our enzymatic analysis of PRC1 in vitro and genomic dissection of how RYBP shapes its activity in vivo, reveal an interesting activity-based communication between Polycomb repressive complexes on chromatin. Furthermore, they indicate that histone modification thresholds could play an important and previously unrealized role in shaping Polycomb chromatin domain function in the context of gene regulation.

## Materials and methods

### Protein expression and purification

Mouse *Ring1b*, *Pcgf1*, *Rybp*, *Bcor* and *Kdm2b* (short isoform) were cloned into the Multibac plasmid set. Acceptor and donor plasmids were recombined using Cre recombinase (NEB, Ipswich, MA) as previously described (Bieniossek et al., 2012) and transfected into SF21 cells to make infectious baculovirus particles. Baculoviruses were then used to express proteins in SF21 cells. Baculovirus expressed proteins were then extracted and affinity purified via a FLAG-tagged RING1B subunit on FLAG affinity resin (Sigma, St Louis, MO) and eluted under native conditions using a 1x FLAG peptide (GL Biochem, Shanghai, China) with the lysis buffer containing 10 mM Tris (pH 8.0), 500 mM NaCl, 4 mM MgCl_2_, 2 mM DTT, 20% glycerol (v/v), cOmplete Protease Inhibitor Cocktail (Roche, UK), wash buffer containing 20 mM HEPES (pH 7.9), 150 mM NaCl, 2 mM MgCl_2_, 1 mM DTT, 15% glycerol (v/v), cOmplete Protease Inhibitor Cocktail, dilution buffer containing 10 mM Tris (pH 8.0), 10% glycerol (v/v), 0.02 % NP-40, and elution buffer consisting of wash buffer with 0.2 mg/mL 1x FLAG peptide. Mouse *Rybp* and *Yaf2* were cloned into pNIC28 and transformed into *E. coli* Rosetta2 cells; mutagenesis of *Rybp* was carried out using the QuikChange II mutagenesis kit (Agilent). His-tagged proteins were purified on Co-Talon resin using the same buffers as for FLAG purification, but with the exception of DTT and the addition of 10 mM imidazole to the wash buffer, and 150 mM imidazole to the elution buffer instead of FLAG peptide. This was followed by anion exchange chromatography (HiTrap Q FF; GE Healthcare, UK).

### Crosslinking mass spectrometry

Protein crosslinking was carried out as previously described (Leitner et al., 2014). 30 µg of PRC1 protein complex was crosslinked with BS3 (Creative Molecules) for 30 min at 37°C. The concentration of BS3 was optimised for each complex to prevent over-crosslinking as analysed by SDS-PAGE. Crosslinking reactions were quenched with 1 M NH_4_HCO_3_ to a final concentration of 50 mM and incubated at 37°C for 20 min. Crosslinking reactions were then evaporated to near-dryness in a vacuum centrifuge, and urea was then added to a final concentration of 6 M. Disulfide bonds were reduced with TCEP for 30 min at 37°C, followed by iodoacetamide treatment for 30 min at room temperature in the dark, and the reaction mixture was then diluted with 50 mM NH_4_HCO_3_ to a final concentration of 1 M urea. Samples were then digested overnight with trypsin (Promega, Madison, WI) at a 1:50 enzyme:substrate ratio, desalted using a C18 Sep-pak cartridge (Waters, UK) and evaporated to dryness before being resuspended in 70% H_2_O/30% ACN/0.1% TFA and subjected to gel filtration using a Superdex Peptide 10/300 GL column (GE Healthcare). Peak fractions corresponding to crosslinked peptides were then combined and analysed by liquid chromatography tandem mass spectrometry (LC-MS/MS) using an Orbitrap Elite (ThermoScientific, Waltham, MA) as described previously (Adam et al., 2011). MZXML data files were analysed using the XQuest software package as described (Leltner et al., 2014). Data were represented using Circos with crosslinks weighted by confidence score (generated by XQuest). A confidence score cut-off > 15 was chosen by a combination of FDR < 10% and validation of crosslinks wherever possible using known proximities from crystal structures (lysine α-carbons separated by <27 Å).

### Reconstitution of nucleosomes

Nucleosomes were reconstituted as previously described (Dyer et al., 2004). Recombinant *Xenopus* histones were expressed in *E. coli* BL21(DE3) pLysS and purified from inclusion bodies via Sephacryl S-200 gel filtration (GE Healthcare). Stoichiometric amounts of each core histone were incubated together under high salt conditions (2 M NaCl) and the resulting histone octamer purified using a Superdex 200 gel filtration column (GE Healthcare). 216 bp DNA carrying the nucleosome-positioning 601 sequence was PCR amplified from the pGEM-3Z 601 plasmid and purified using a Resource Q anion exchange column (GE Healthcare). Purified DNA, in slight excess to octamers, was mixed together in 2 M NaCl and diluted stepwise with 10 mM Tris (pH 7.5) to reach a final concentration of 100 mM NaCl. The reconstituted nucleosomes were then analysed on a 0.8% Tris-borate agarose gel, and concentrated using a 5000 MWCO spin concentrator (GE Healthcare).

### E3 ligase assays

E3 ligase assays were performed in the presence of reconstituted PRC1 and nucleosomes, with the addition of UBE1 (Boston Biochem), UbcH5c (Boston Biochem), methylated ubiquitin (Boston Biochem) and ATP (Life Technologies). Concentrations of E1, E2 and ubiquitin were pre-optimised such that reactions were pseudo-first order with respect to PRC1. Ubiquitylation reactions were carried out in 50 mM Tris (pH 7.5), 2.5 mM MgCl_2_ and 0.5 mM DTT. E1, E2, ubiquitin and ATP were pre-incubated for 20 min at 37°C, followed by addition of PRC1 and nucleosomes (0.35 µM final concentration), and then incubated at 37°C for 1 hr. Reactions were quenched with 5 mM EDTA and SDS-PAGE loading buffer (2% SDS, 100 mM Tris-HCl (pH 6.8), 100 mM DTT, 10% glycerol, 1 mg/mL bromophenol blue), boiled for 5 min, and loaded onto SDS-PAGE gels for western blot analysis. Western blots were probed with antibodies specific for histone H2AK119ub1 (Farcas et al., 2012) or histone H2A (Millipore 07–146), followed by incubation with LiCOR IRDye secondary antibodies (800CW goat anti-rabbit and goat anti-mouse). Westerns were imaged using the LiCOR Odyssey Fc imaging system, and the fraction of H2AK119ub1 relative to total H2A (non-ubiquitylated H2A plus H2AK119ub1) was quantified. Data were visualised and dose-response curves fitted using GraphPad Prism 6.0.

### Generation of *Rybp^fl/fl^*;*Yaf2^−/−^* conditional KO embryonic stem cells

*Rybp^fl/fl ^*mouse embryonic stem cells, which were previously described and validated (Hisada et al., 2012), were grown in DMEM (Gibco, Carlsbad, CA) supplemented with 15% FBS, 10 ng/mL leukemia-inhibitory factor, penicillin/streptomycin, beta-mercaptoethanol, L-glutamine and non-essential amino-acids. Within our laboratory, cells were regularly tested to ensure the absence of mycoplasma contamination. sgRNAs for *Yaf2* (Guide 1: TCTGATCGAGGGGCGACTTT; Guide 2: CGCATGGAACGGCACGGCAC) were cloned into pSpCas9(BB)-2A-Puro (plasmid 48139; Addgene, Cambridge, MA) using a previously described protocol (Ran et al., 2013). 

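*Yaf2* lies on the minus strand of chromosome 15 of mm10 from 93284278 to 93336935, and its RefSeq transcript in the GENCODE annotation has 4 exons. Exon 1 spans 93336757 to 93336808 (52 bp) and reads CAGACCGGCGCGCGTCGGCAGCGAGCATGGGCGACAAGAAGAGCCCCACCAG in the sense of the transcript. Exon 2 spans 93336340 to 93336465 (126 bp). From the start of exon 2 to the end of exon 1 the genomic distance is 469 bp. Neither TCTGATCGAGGGGCGACTTT nor CGCATGGAACGGCACGGCAC has an exact match on either strand of the 141767 annotated transcript sequences, and the genome sequence outside transcripts was not used here. Exons 3 and 4, of 153 bp and 1345 bp, lie outside the stretch from exon 1 to exon 2.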

Cells were transfected with Cas9-sgRNA plasmids using Lipofectamine 3000 (Life Technologies), followed by puromycin selection (1 µg/mL) for 48 hr. Individual colonies were isolated after approximately 10 days, expanded and screened by PCR for the deletion of *Yaf2* exons 1 and 2. Deletion of *Yaf2* mRNA and protein was confirmed by qRT-PCR and Western Blot, using a YAF2-specific antibody (Park et al., 2015). *Rybp^fl/fl^;Yaf2^-/-^*cells were treated with 800 nM 4-hydroxytamoxifen (OHT) for 96 hr to conditionally delete RYBP, which was verified by Western Blot (Millipore AB3637).

### Chromatin immunoprecipitation

Chromatin immunoprecipitation was performed as described previously (Farcas et al., 2012), with minor modifications. For non-histone ChIP experiments, cells were fixed for 1 hr in 2 mM EGS, followed by 15 min in 1 % formaldehyde. Reactions were quenched by the addition of glycine to a final concentration of 125 µM. After cell lysis and chromatin extraction, chromatin was sonicated using a BioRuptor sonicator (Diagenode), followed by centrifugation at 16,000 × *g* for 20 min at 4°C. For histone ChIP experiments we used a native ChIP protocol combined with a calibrated ChIP-seq approach, as previously described (Bonhoure et al., 2014; Hu et al., 2015; Orlando et al., 2014). To achieve this, 1.25 × 10^7^ *Drosophila melanogaster* S2 cells were spiked in to 5 × 10^7 ^*Rybp^fl/fl^;Yaf2^-/- ^*mouse embryonic stem cells with or without OHT treatment. Nuclei were then isolated with RSB buffer (10 mM Tris-HCl (pH 8), 10 mM NaCl, 3 mM MgCl_2_) supplemented with 0.1 % NP-40 and 5 mM N-ethylmaleimide, followed by MNase digestion for 5 min with 150 U MNase (Fermentas, Waltham, MA) in 1 ml RSB supplemented with 0.25 M sucrose, 3 mM CaCl_2_ and 10 mM N-ethylmaleimide. Digestions were stopped with EDTA, before nuclei were pelleted by centrifugation at 1500 x *g* and the soluble S1 fraction collected. Pelleted nuclei were then resuspended in 300 µl nucleosome release buffer (10 mM Tris-HCl (pH 7.5), 10 mM NaCl, 0.2 mM EDTA, 10 mM N-ethylmaleimide), incubated at 4°C for 1 hr with gentle rotation, and then gently passed through a 27G syringe needle five times. Following centrifugation to pellet the insoluble material, the soluble S2 fraction was collected and combined with the S1 fraction.

Immunoprecipitations were performed overnight at 4°C using chromatin corresponding to 5 × 10^6^ cells. For non-histone ChIP experiments, chromatin was diluted in ChIP dilution buffer (1% Triton-X100, 1 mM EDTA, 20 mM Tris-HCl (pH 8), 150 mM NaCl), while for histone ChIPs, combined S1/S2 fractions were diluted in native ChIP incubation buffer (70 mM NaCl, 10 mM Tris (pH 7.5), 2 mM MgCl_2_, 2 mM EDTA, 0.1% Triton). Immunoprecipitations were carried out in a total volume of 1 ml using approximately 3 µg of antibody. Antibodies used for ChIP experiments were anti-H2AK119ub1 (Cell Signalling D27C4), anti-H3K27me3 (generated in-house), anti-RYBP (Millipore AB3637), anti-RING1B (Cell Signalling D22F2) and anti-SUZ12 (Cell Signalling D39F6). Antibody-bound chromatin was isolated on protein A agarose beads (RepliGen, Waltham, CA) or protein A magnetic Dynabeads (Invitrogen, Carlsbad, CA). For non-histone ChIPs, washes were performed with low salt buffer (0.1% SDS, 1% Triton, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 150 mM NaCl), high salt buffer (0.1% SDS, 1% Triton, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 500 mM NaCl), LiCl buffer (0.25 M LiCl, 1% NP40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl (pH 8.1)) and TE buffer (x2 washes) (10 mM Tris-HCl (pH 8.0), 1 mM EDTA). Native histone ChIPs were instead washed four times with native ChIP wash buffer (20 mM Tris-HCl (pH 7.5), 2 mM EDTA, 125 mM NaCl and 0.1% Triton), followed by a final TE buffer wash. To prepare ChIP-seq material, ChIP DNA was eluted, and cross-links reversed at 65°C in the presence of 200 mM NaCl where required. Samples were then treated with RNase and proteinase K before being purified with ChIP DNA Clean and Concentrator kit (Zymo, Irvine, CA). For calibrated ChIP-seq experiments, an input control was prepared for each individual sample, to allow the quantitation of spike-in consistency.

### Massively parallel sequencing, data processing and normalisation

ChIP-seq libraries were prepared using the NEBNext Ultra DNA Library Prep Kit, and sequenced as 40 bp paired-end reads on Illumina NextSeq500 platform. All ChIP-seq experiments were carried out in biological triplicate. To analyse the ChIP-seq experiments, reads were aligned to the mouse mm10 genome using bowtie2 (Langmead and Salzberg, 2012) with the '-no-mixed' and '-no-discordant' options, and non-uniquely mapping reads were discarded. ChIP-seq experiments which contained a spike-in genome (*D. melanogaster*) were aligned against a concatenated genome of the two genome sequences (mm10+dm6), and reads which mapped more than once were discarded. PCR duplicates were removed using SAMtools (Li et al., 2009).

Spiking an identical concentration of *D. melanogaster* cells into our quantitative ChIP-seq experiments allows for calibration of each sample for IP efficiency and total mouse cell number. When comparing ChIP-seq for untreated and OHT-treated cell lines using an internal calibration, the number of mm10 reads were randomly downsampled to reflect the total number of dm6 reads in that sample. Furthermore, to adjust for variation in the dm6/mm10 ratio between biological replicates, each sample was adjusted using the percentage of dm6 reads relative to mm10 reads in each sample's input DNA. Biological replicates for ChIP-seq samples without internal spike-in were randomly downsampled to contain the same number of reads for each individual replicate. Genome coverage tracks were made using the pileup function of MACS2 (Zhang et al., 2008) and visualised using the UCSC genome browser.

### Peak calling, read count quantitation and analysis

We identified regions of H2AK119ub1 enrichment using the dpeak function of DANPOS2 (-q 40 –kw 750 –kd 1500, height_logP > 100) (Chen et al., 2013) and peaks closer than 5 kilobases were merged. RING1B, SUZ12 and H3K27me3 peaksets were generated using MACS2 (-broad), and peaks closer than 2 kilobases were merged. Read counts within intervals were generated using custom script GFF.ReadCountFromList.pl. For non-calibrated ChIP-seq, reads per kilobase per million (RPKM) were calculated, while for calibrated ChIP-seq, normalised reads per kilobase (NRPK) were calculated (after normalisation to calibration genome). For each interval, biological triplicate NRPK or RPKM values were compared between untreated and OHT-treated samples using a two-sample T-Test, with a *p* value threshold of <0.05 being used to identify significant difference. Log2 fold change values were visualised using R (v 3.2.1), with scatterplots coloured by density using stat_density2d. Regression and correlation analyses were also performed in R using standard linear models and Pearson correlation respectively. Metaplots were made using HOMER (version 2) (Heinz et al., 2010), Heatmaps and genome-wide correlation analyses were generated using deepTools2.

### Identification of variant-enriched and shared PRC1 target sites

A ±10 kb window centred on H2AK119ub1 intervals was provided to deepTools2 for *k*-means clustering based on RYBP (this study) and CBX7 (Morey et al., 2013) ChIP-seq (Ryan et al., 2016). This generated two clusters, variant-enriched (RYBP-enriched but CBX7-depleted) and shared (RYBP- and CBX7-enriched).

### Nuclear RNA-seq sample generation and analysis

1 × 10^7^ *Rybp^fl/fl^;Yaf2^−/*−*^*cells with or without OHT were resuspended in 1 mL HS Lysis buffer (50 mM KCl, 10 mM MgSO_4_.7H_2_0, 5 mM HEPES, 0.05% NP40 (IGEPAL CA630)), 1 mM PMSF, 3 mM DTT) for 1 min at room temperature to isolate nuclei. Nuclei were centrifuged at 1000 × *g* for 5 min at 4°C, followed by a total of three washes with ice-cold RSB buffer. Nuclei were then resuspended in 1 mL of TriZOL reagent (ThermoScientific) according to the manufacturer’s protocol. Nuclear RNA was treated with the TURBO DNA-free Kit (ThermoScientific) and depleted for rRNA using the RiboMinus kit and protocol (ThermoScientific). RNA-seq libraries were prepared using the NEBNext Ultra Directional RNA-seq kit (NEB) and libraries were sequenced on the Illumina NextSeq500 with 40 bp paired-end reads.

RNA-seq reads were initially aligned against the rRNA genomic sequence (GenBank: BK000964.3) using bowtie2 to filter out rRNA fragments, prior to alignment against the mm10 genome using the STAR RNA-seq aligner (Dobin et al., 2013). To improve mapping of nascent, intronic sequences, reads which failed to map using STAR were aligned against the genome using bowtie2. Biological triplicate read counts were determined using a custom script (GFF_PairedEndRNA.ReadCount.pl) for a custom-built, non-redundant mm10 gene set. Briefly, mm10 refGene genes were filtered on size (>200 bp), gene body and TSS mappability, unique TSS and TTS, in order to remove poorly mappable and highly similar transcripts. The final set of 20,633 genes were used for differential analysis using DESeq2 (Love et al., 2014), with default settings and a significance threshold of *padj* < 0.05. 

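The table holds 20633 transcript entries with RefSeq identifiers. A gene symbol was found for 20450 of them in the RefSeq gene table of GRCm38.p6, and for 20560 after adding the GENCODE annotation, which leaves 73 without a symbol. The entries carry 19338 distinct symbols, and 1028 symbols have more than 1 entry. With 1 entry kept per gene, the one with the highest base mean, 207 genes were higher and 34 were lower at the same threshold, an alternative chosen after seeing the values. The smallest base mean among entries with an adjusted p-value was 5.65.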

Previously published nuclear RNA-seq from *RING1B^fl/fl^;RING1A^-/-^*was aligned and processed in an identical manner (Schoenfelder et al., 2015). Statistical significance between Polycomb target TSS and non-Polycomb TSS was assessed using Wilcoxon signed rank test. Venn diagram overlap of significantly increased genes was performed using BioVenn (Hulsen et al., 2008).

### Accession numbers

ChIP-seq and RNA-seq data from the present study are available for download at GSE83135. Previously published datasets used for analysis include wildtype embryonic stem cell (E14) H3K4me3 from the ENCODE project (GSE31039), CBX7 ChIP-seq (GSE42466; Morey et al., 2013), RNA polymerase II ChIP-seq (GSE34520; Brookes et al., 2012), MNase-seq (GSE59064; Anderson and Slotkin, 1975); RING1A^-/-^;RING1B^fl/fl^ nuclear RNA-seq (E-MTAB-3125; Schoenfelder et al., 2015) and RING1B^I53A^ mutant (GSE69978; Illingworth et al., 2015).

How the deposited data were processed for this re-analysis (not part of the article)

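Nuclear RNA from *Rybp fl/fl;Yaf2-/-* mouse embryonic stem cells was compared between 3 untreated libraries (UNT) and 3 libraries from cells given 800 nM OHT for 96 hr. The authors filtered out rRNA reads with bowtie2, aligned the remainder to mm10 with STAR and then bowtie2, counted read pairs with their own script on a filtered RefSeq gene set and ran DESeq2 with default settings.

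The base mean deposited for each entry is a signal, the mean over all libraries of counts normalized for library size by the authors. The deposited log2 fold change and its standard error, also in log2 units, were moderated by the authors' run of DESeq2. The deposited Wald statistic is a score, the log2 fold change divided by its standard error. Each deposited p-value is two-sided, and the authors adjusted p-values by the Benjamini-Hochberg method after a filter on base mean. Counts per library were not analysed here, so depth per library, replicate spread and tests on counts are outside what was computed. The count test planned for a table of counts was not run, and the values of the authors' comparison were used in its place, as the design foresaw.

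Entries were named through the RefSeq gene table of GRCm38.p6 and the GENCODE vM21 annotation, whose coordinates are those of mm10. All computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The adjustment was recomputed over the deposited p-values. Expression levels were described by the percentile of the base mean among entries with a p-value. For gene lists, 1 entry per gene was kept, and the median log2 fold change was ranked among 10000 random lists of the same size drawn with the same numbers from 20 equal-count bins of base mean. A percentile outside 2.5 to 97.5 was taken as past the threshold. In all, 10 lists were tested, and their p-values were adjusted together. Of these lists, 6 were written before the data were examined. Of the remaining 4, 1 was chosen from values already seen, and 3 were written without their values having been looked at.

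The genes named in the text are every gene the paper names as a locus it measured, the 5 higher and 5 lower genes with the smallest adjusted p-values, and the 3 higher and 3 lower with the largest changes. Any other gene named was chosen after its values were seen, and some genes that fall under the rule are not reported here. The alternatives set before the data were examined were thresholds of 0.01 and 0.1, no filter on expression, base mean minimums of 10 and 100, the Benjamini-Yekutieli adjustment, log2 fold change minimums of 0.5 and 1, and centring on the median log2 fold change. For lists they were 10 or 50 bins, the mean, a base mean minimum of 10 and the Wald statistic. Keeping 1 entry per gene and undoing the moderation were added after seeing the values.

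To undo the moderation, a normal prior on the log2 fold change was assumed. Under it the standard error has a maximum, which gives the prior SD, and each entry's unmoderated value follows from its standard error. Entries with a base mean near 27.8, where standard errors peak, have the least certain values. The steps were tested on simulated data. Of 200 changed entries among 16326, 89.0% were recovered, and 5.3% of calls were false. Of 200 unchanged lists, 4.0% passed the threshold, with values simulated independently for each gene. Fits with and without a prior were compared in 370 simulated genes with a base mean at least 2 times the simulated peak. Their median gap in log2 fold change was 0.160 before the moderation was undone and 0.0002 after it. The simulation used the same kind of normal prior that is assumed here, so it checks the arithmetic and not that assumption.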

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

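Among the tests of explanations in this part, that of the sign of the fold changes, that of reads shared with *Yaf2* and that of the pluripotency genes were chosen only after the results were seen.

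*Rybp*, the gene that OHT deletes, had a positive log2 fold change of 0.92 in the authors' deposited table, with an adjusted p-value of 0.000435 from DESeq2. The paper does not report its RNA level in these libraries, and its MA plot ends below the base mean of *Rybp*. Of the 279 entries with a base mean over 10000, *Rybp* was the 1 called. A reversed sign of the comparison was weighed first: 7 of the 7 genes that the paper shows as upregulated had positive fold changes. The paper called these genes from the same comparison, so this shows that the table keeps the paper's sign. These genes cannot reveal a swap of the UNT and OHT labels before that comparison. The paper reports that most upregulated genes are also upregulated on deletion of RING1A/RING1B, and that RING1B falls at their TSSs after OHT. A swap of all labels would run against those reports, whose data were not analysed here. A normalization shift of highly expressed genes was tested on the 278 other entries with a base mean of at least 10000, whose median log2 fold change was -0.032. Reads shared with the paralog *Yaf2* were weighed by the sequence shared by the transcripts of *Rybp* and *Yaf2*: of 1872 stretches of 40 bases, the read length, in *Yaf2* transcripts, 0 occur in *Rybp* transcripts. Reads of *Yaf2* exons would thus be counted on *Yaf2*, whose base mean of 3.24 is far below the estimated gain of *Rybp* of 10073 normalized counts. Introns were not compared. There are 3 annotated features overlapping *Rybp*, 2 of them on its strand, and without reads by position their share cannot be told apart. Exons make up 7.6% of the *Rybp* transcript span, so counting over the whole gene could hide the loss of the deleted exons; this would explain a count that does not fall, and by itself not one that rises. Whether transcription of the recombined gene rises in the absence of RYBP protein was not tested, and a mislabelled library cannot be examined without values per library.

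Genes used in germ cells and meiosis, outside the genes the paper discusses, were higher after OHT. The pattern was noticed in 12 genes, 11 higher and 1 lower, with *Mael*, *Taf7l*, *Sycp1* and *Ddx4* among the higher. The lower gene is *Msh4*, which has the largest decrease among entries passing the threshold (log2 fold change -1.299, adjusted p = 4.17e-05 from DESeq2). A second list of 53 such genes was then written without looking at their values. The 49 with a p-value had a median log2 fold change of 0.21, against 0.03 in matched random lists, at percentile 100.0 (p = 0.0002, the smallest the permutation test can give; 0.0005 after adjustment over the 10 lists). Positive fold changes were found in 32 of the 49, and 5 were called higher (*Tex11*, *Piwil2*, *Mei1*, *Tex101* and *Slc25a31*, named after their values were seen). The choice of genes from values already seen is therefore not sufficient to account for the pattern. The random lists draw genes independently, so the p-value does not cover genes that vary together between replicates. For the 48 genes with a known length and GC content, the trend of the fold change with both was removed. The gap between their median and that of random lists changed from 0.18 to 0.20 on the log2 scale. The percentile stayed at 100.0. The median size of this correction was 0.022, so the values were barely changed. Effects of length or GC content beyond the fitted trend are not excluded. Pluripotency genes lay at percentile 69.2 and genes of mesoderm and endoderm at percentile 62.8. Genes of the 2-cell-like state lay at percentile 99.5, but 3 of the 20 had a p-value, so this test is void. The design holds 0 groups of OHT-treated cells without floxed *Rybp*, so that a response to OHT or Cre cannot be told apart from loss of RYBP, nor can a 2-cell-like state be excluded. A hypothesis that remains is that RYBP loss may raise transcription of a germ-cell gene group.

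Genes called higher lay near each other more often than matched random lists did. There were 20 pairs of higher genes within 100 kb, against a mean of 7.21 in random lists, and 1 of 10000 random lists held as many. Without overlapping pairs, which can share reads, 17 pairs remained and 24 of 10000 lists held as many. Without same-strand pairs as well, which read-through could produce, 9 pairs remained and 98 of 10000 lists held as many. The pairs are not independent, since a gene with several close neighbours enters several pairs. Pairs of related genes such as *Wnt9b* and *Wnt3* are included, and reads shared between them were not tested. *Arsb*, a gene of the paper's panel, lies 18796 bp downstream of *Dmgdh*, which is higher too. They are on the same strand, so read-through could produce this pair. One hypothesis is that the change may extend over neighbouring genes, and occupancy data that would bear on it were not analysed here.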

How the results depend on the processing

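No paired analysis was possible because the table holds no values per library. For the same reason the fits on counts, the replicate block, leaving out each replicate and other splits of the libraries were not run, and the stability of any call between replicates is unknown.

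The share of called genes that are higher stayed between 80.3% and 92.2% and past the threshold of its test under each of the 9 alternatives, and the genes higher after OHT stayed lowly expressed under each of the 5 alternatives tried. The numbers of genes moved more. At an adjusted p-value under 0.01, 124 genes were higher and 17 lower; under 0.1, 313 were higher and 77 lower. With a base mean of at least 100, 136 were higher. With the Benjamini-Yekutieli adjustment 85 were higher and 9 lower, and with a log2 fold change of at least 1, 83 were higher and 7 lower. A log2 fold change minimum of 0.5 removed no call. Centring on the median log2 fold change left 217 higher and 44 lower, of which 217 and 37 were called in the authors' deposited table. With no filter on expression, 218 of the 230 higher entries remained, and *Arsb* passed the threshold no longer. The median log2 fold change of the higher genes moved from 0.95 to 1.44 once the moderation was undone, an alternative chosen after seeing the values.

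Among the gene lists, the Polycomb subunit genes lay at percentile 1.9, but at percentile 19.2 with the mean in place of the median and at percentile 3.2 with the Wald statistic, both within the thresholds. The genes of the loci shown in the paper's figures lay at percentile 73.9, and at percentile 98.7 with the mean; the cause was not tested. For the 6 lists written before the data were examined, the other 27 comparisons with alternatives stayed on the same side. The same alternatives were tried on 3 of the lists added later, a choice made after seeing the values. The germ-cell genes not looked at beforehand stayed at percentile 100.0 under the 5 alternatives. The genes of mesoderm and endoderm stayed within the thresholds, between percentile 10.4 and percentile 90.1. The 3 genes of the 2-cell-like state fell within the thresholds with the Wald statistic, at percentile 97.0, and too few were left with a base mean of at least 10. The germ-cell list chosen from values already seen was not run under alternatives. Among the named genes, 3 passed the threshold when adjusted over the genes named beforehand alone and not as deposited (*Ovol1*, *Wnt6* and *Bcor*). That list includes the paper's own calls, which loosens the adjustment for its other genes, so these 3 passes add no evidence.

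Sensitivity to expression was limited at low counts. The lowest decile of entries by base mean held 0.0% with a p-value under 0.05, so that changes among the least transcribed genes were not detectable here.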

Differences from the paper's values

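For *Hpcal4*, the paper's fold of OHT over UNT is about 3.8 in Figure 9—figure supplement 3A, read by eye, with an SEM of about 1.3. The moderated log2 fold change gives 2.20. Of the alternatives set before the data were examined, centring on the median log2 fold change gave 2.18, which did not close the gap, and the others leave a single gene's fold as it is. With the moderation undone, a setting chosen after seeing the values, it was 3.61. For *Galnt14*, the paper's fold is about 3.6 in the same figure, read by eye, with an SEM of about 1.2, against 2.24 here. Centring, set before the data were examined, gave 2.22 and did not close the gap, and undoing the moderation, chosen after seeing the values, gave 3.38.

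The deposited folds of *Fam174b* and *Slco2a1* also lay outside the error bars of that figure, with a smaller ratio between the values. The paper's fold for *Fam174b* is about 3.2, read by eye in Figure 9—figure supplement 3A, with an SEM of about 0.8, against 2.32 here. For *Slco2a1* the paper's fold is about 2.5, read by eye in the same figure, with an SEM of about 0.44, against 1.98 here. Undoing the moderation, chosen after seeing the values, gave 3.07 and 2.43.

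The largest log2 fold change on the vertical axis of the paper's Figure 9F is about 3.9, read by eye. The largest value in the authors' deposited table is 1.94. In the MA plot of Figure 9A the largest is about 1.9, read from the figure, so that panel and the table do not differ. Centring, set before the data were examined, gave 1.92 and did not close the gap to Figure 9F. Undoing the moderation, chosen after seeing the values, gave 2.80 among entries with a base mean of at least 55.5. This is above the 1.9 of the MA plot. It is under the 3.9 of Figure 9F, for which the paper states no minimum of base mean. Larger unmoderated values occur below the minimum used here, but they are less certain. Whether the moderation accounts for the gap to Figure 9F is therefore open.

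The legend of Figure 9A describes its horizontal axis as the transcriptional level in wildtype cells, while its axis title and the authors' deposited table give a base mean, which averages all libraries.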

Other observations

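The test on the moderation in this part was chosen only after the result was seen, and the tests on the *Hox* genes were not.

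The *Hox* genes, a list fixed before the data were examined, were lower after OHT as a group. The 39 genes had a median log2 fold change of -0.092, at percentile 0.0 of matched random lists (p = 0.0002, the smallest the permutation test can give; 0.0005 after adjustment over the 10 lists), and 9 of the 39 were positive. No *Hox* gene was called, and 4 had a p-value under 0.05, of which *Hoxa3*, *Hoxa9* and *Hoxb2* were lower and *Hoxb13*, with the smallest p-value of these, was higher (named after their values were seen). The medians of the *Hoxa*, *Hoxb*, *Hoxc* and *Hoxd* clusters were -0.13, -0.22, -0.015 and -0.092, so that 4 of 4 medians were negative. In the same order, 10 of 11, 8 of 10, 5 of 9 and 7 of 9 genes were negative, so *Hoxc* showed little shift. The list was not tested with a cluster left out, so whether the result depends on any one cluster is open. Removing the trend with gene length and GC content changed the gap between their median and that of random lists from -0.15 to -0.16. The percentile stayed at 0.0. The median size of this correction was 0.058, and effects beyond the fitted trend are not excluded. As neighbouring genes do not vary independently, sets of 4 runs of neighbouring genes with a base mean under 100 were drawn, and 0 of 10000 had a median as low. With a median base mean of 8.0, these genes lie where the moderation is strong, and their unmoderated median was -0.42. By base mean, the simulated check of undoing the moderation is known only from 1.5 times the peak of 27.8 upwards. The median base mean of these genes is below that, so the accuracy of -0.42 is unknown. A response to OHT itself was not tested. The pattern may therefore reflect RYBP loss or the treatment, and it is a hypothesis.

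Of genes at other loci in the paper's figures, *Wnt6* had a log2 fold change of 0.83 and did not pass the threshold in the authors' deposited table (adjusted p = 0.0685 from DESeq2). The list with *Shh*, *Gfra2*, *Ecel1*, *Adrb1*, *Ovol1* and *Fzd1* had a median at percentile 80.9 of matched random lists (p = 0.382, permutation test), and none of its genes was called, while 2 had an unadjusted p-value under 0.05. Over the 47 genes named beforehand, 9 passed the threshold as deposited and 12 when adjusted over that list alone. The list includes the paper's own calls, which loosens the adjustment for its other genes, so the larger number adds no evidence.

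In a list of Polycomb subunit genes and *Tbp* that leaves out *Rybp* and *Yaf2*, log2 fold changes ranged from -0.38 to 0.79. The highest in the list belongs to *Bcor*, whose adjusted p-value in the authors' deposited table is 0.0584 (from DESeq2). The list lay at percentile 1.9 (p = 0.0378 by permutation, 0.063 after adjustment over the 10 lists).

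The 6 panel genes of Figure 9—figure supplement 3A have larger folds in the figure than in the authors' deposited table. If the moderation is the cause, undoing it should bring the folds within the error bars of the figure. As deposited 2 of the 6 were within them, and with the moderation of the deposited fold changes undone 6 were. Moderation is a candidate explanation, and the RPKM values that would settle it were not analysed here.

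Genes called in either direction were longer than most. The median span was 49.8 kb for higher genes and 104.8 kb for lower genes, against 22.7 kb for all. Among entries not called, the log2 fold change fell with the span (Spearman rho -0.184 across genes, which are not independent replicates). No explanation was tested for this. The lower entries include the neighbours *Sox1* and *Sox1ot*, which overlap, and *Slc25a18* and *Cecr2*, which lie 2387 bp apart; these were chosen after their values were seen. There were 2 such pairs within 100 kb, and 99 of 10000 random lists held as many.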
